# Intrauterine fetal growth restriction in sheep leads to sexually dimorphic programming of Preadipocytes' differentiation potential

**DOI:** 10.14814/phy2.70143

**Published:** 2024-12-03

**Authors:** Michell Goyal, Rosa I. Luna Ramirez, Sean W. Limesand, Ravi Goyal

**Keywords:** adipose, developmental origins hypothesis, DOHaD, epigenetics, fetal growth‐retardation, fetal programming, IUGR, RNAseq

## Abstract

Fetal growth restriction (FGR) is a risk factor for obesity in adult life. Importantly, growth‐restricted females are more prone to obesity than males. The mechanisms involved in this sexually dimorphic programming are not known. Previously, we have demonstrated that ambient hyperthermia (40°C) led to placental insufficiency and significant FGR, and the perirenal adipose tissue undergoes sexually dimorphic gene expression. We demonstrated that males undergo significant changes in gene expression with growth restriction. This was not the case in females. We have also demonstrated that the isolated preadipocytes from male FGR (MFGR) have reduced differentiation potential compared to control males & females and female FGR (FFGR). Thus, we hypothesized that growth restriction differentially programs gene expression and genetic pathways in perirenal preadipocytes, which reduces their differentiation potential in male fetuses in a sexually dimorphic manner. We created FGR by exposing pregnant sheep to ambient hyperthermia. After isolating preadipocytes from perirenal adipose tissue, we differentiated them following published protocols. We examined the gene expression before and after differentiation from control male, control female, MFGR, and FFGR female. We also compared our data with other published studies in mouse and human preadipocytes. Our results demonstrate that a set of 21 genes altered with preadipocyte differentiation to mature adipocytes is common in adipose tissue from both sexes, humans, mice, and sheep, at different organismal ages (embryonic, fetal, and adult) and different sites (subcutaneous inguinal, pancreatic, perirenal). We also demonstrate that female FFGR fetuses demonstrate all these 21 genes altered similar to control males and females; however, MFGR fetuses have six genes (Dgat2, Fabp4, Lipe, Lrrfip1, Spred3, and Thrsp) that are not changed with preadipocyte differentiation to mature adipocyte. These genes may be responsible for reduced differentiation potential and obesity in FGR males compared to FGR females. Another important finding of the present study is that Lrrfip1, known to be associated with obesity, was upregulated with FGR and requires further investigation. Overall, our studies provide several target genes that may play a crucial role in reducing the risk of MFGR for obesity.

## 1 INTRODUCTION

Obesity is now considered an epidemic that has affected every nation and society on earth. The developmental origins of health and disease (DOHaD) hypothesis have implicated fetal growth restriction (FGR) as an important risk factor in developing obesity in later life (Goyal & Longo, 2013; Hanson & Gluckman, 2008). The worldwide FGR affects 7%–10% of pregnancies or about 20.5 million infants annually (de Onis et al., 1998; Reece, 2008). Our previous studies in mice have confirmed that low birth weight may cause dysregulation of glucose metabolism, obesity, and hypertension in later life (Goyal et al., 2015; Goyal & Longo, 2013). Recent evidence suggests that adipose tissue has a population of preadipocytes (also known as adipose‐derived stem cells), which can differentiate into mature adipocytes and cells of several lineages (Blomberg et al., 2023). These preadipocytes can cause hyperplasia and increase adipose tissue mass, leading to obesity (Kulenkampff & Wolfrum, 2019).

The thrifty phenotype hypothesis explains that the in‐utero environment of reduced nutrient availability prepares the fetus for the predicted outside environment of nutrient scarcity (Hales & Barker, 2001). Studies indicate that a fetus is “programmed” to live under thrifty conditions. Suppose adequate nutrition is available to the newborn postnatally. In that case, excess nutrition, such as fat, starts accumulating for future nutritional starvation, leading to rapid catch‐up growth, a risk factor for obesity (Crume et al., 2014; Goyal & Longo, 2013).

Moreover, it is well established that Female FGR (FFGR) are more prone to obesity than male FGR (MFGR) (Dearden et al., 2018). Our previous work demonstrated that ambient hyperthermia induces significant FGR (Blomberg et al., 2023). Additionally, we showed that gene expression in perirenal adipose tissue exhibits sexually dimorphic changes in response to growth restriction, with marked differences between males and females compared to their respective controls. However, as adipose tissue consists of various cell types and blood vessels, it was essential to isolate preadipocytes to better understand the specific effects of FGR. Our findings revealed that preadipocytes from MFGR have reduced differentiation potential compared to those from female FFGR. Interestingly, FFGR offspring are more susceptible to obesity than their male counterparts. To further elucidate the underlying mechanisms, we examined gene expression changes during the differentiation of primary preadipocytes into adipocytes from control male (MC), control female (FC), MFGR, and FFGR. Our goal was to identify specific gene signatures that may confer relative protection against obesity in MFGR compared to FFGR, providing insight into the sexually dimorphic programming of adipose tissue in FGR. Our previous report demonstrates that adipose tissue from FFGR shows a gene expression profile different from MFGR (Blomberg et al., 2023); the current study was done on preadipocyte cells isolated from adipose tissue and differentiated to mature adipocytes. Thus, the present study further investigated the underlying molecular pathways involved in differential programming of males and females to obesity in response to maternal stress.

To determine the molecules and pathways involved in reduced differentiation potential, we hypothesized that growth restriction differentially programs gene expression and genetic pathways in perirenal preadipocytes, which reduces differentiation potential in male fetuses in a sexually dimorphic manner. We speculate that these differential gene regulations in males and females with growth restriction make the females more prone to obesity in adult life.

## 2 METHODS

The University of Arizona's Institutional Animal Care and Use Committee (IACUC) reviewed and approved all animal studies.

### 2.1 FGR model

Crossbred Columbia‐Rambouillet ewes carrying singleton pregnancies were used in this study. We used ambient hyperthermia to produce placental insufficiency and restrict in‐utero fetal growth as described previously (Blomberg et al., 2023). In this model of FGR, we exposed pregnant ewes to elevated ambient temperatures (40°C for 12 h; 35°C for 12 h; dew point 22°C) from 38 ± 1 to 87 ± 1 days of gestation (total gestation in sheep is ~145 days). Control fetuses were from ewes maintained at 22 ± 1°C and pair‐fed to the hyperthermic ewe group's average ad libitum feed intake. The sheep feed was obtained from Maid Rite Feeds, Willcox, AZ, USA, and consisted of standard alfalfa pellets supplemented with trace minerals (Code #1131‐Z). All ewes are given ad libitum access to water and salt. All studies were conducted on the four study groups—near‐term MC fetuses, near‐term control female fetuses (FC), near‐term FGR male fetuses (MFGR), and near‐term FGR female fetuses (FFGR).

### 2.2 Preadipocyte isolation

We isolated perirenal fat from all four study groups to examine functional differences and changes in the “programming” of preadipocyte cells. At term, both the ewe and fetus were euthanized with an overdose of sodium pentobarbital (86 mg/kg) and phenytoin sodium (11 mg/kg, Euthasol; Virbac Animal Health) given IV. As published previously (Blomberg et al., 2023)., the perirenal fat was carefully dissected after the removal of the kidneys and snap‐frozen in liquid nitrogen, and stored at −80°C until further analysis. Perirenal fat is a visceral subtype with well‐defined boundaries and is covered with a perirenal fascia (Gerota's fascia), which makes it easier to isolate and conduct weight measurements.

### 2.3 Whole transcriptomic analysis

We have described this method in detail in our previous publication (Blomberg et al., 2023). Briefly, preadipocytes and differentiated cell pellets were thawed and RNA was isolated using Trizol. The RNA was further purified by Zymo Purelink RNA columns. The obtained RNA samples were measured for quantity (ng/mL) and purity on Nanodrop and Qubit (broad‐range) according to 260/280 nucleic acid absorbance ratio before sending the University of Arizona Genetics Core Facility for sequencing, where RNA was further checked for quality and quantity with an Advanced Analytics Fragment Analyzer (High Sensitivity RNA Analysis Kit—Catalog # DNF‐491/User Guide DNF‐491‐2014AUG13) and quantity with determined with a Qubit RNA quantification kit (Qubit® RNA HS Assay Kit—Catalog # Q32852).

Once quality and quantity were validated, a library was constructed from samples using a Swift RNA Library Kit—(Catalog # R1024/Swift Protocol version 3.0) and Swift Dual Combinatorial Indexing Kit—(Catalog # X8096). Upon constructing the library, the Advanced Analytics Fragment Analyzer with the High Sensitivity NGS Analysis Kit—(Catalog # DNF‐486 / User Guide DNF‐486‐2014MAR10) determined the average fragment size. Quantity was evaluated with an Illumina Universal Adaptor‐specific qPCR kit, the Kapa Library Quantification Kit for Illumina NGS—(Catalog # KK4824 / KAPA Library Quantification Technical Guide—AUG2014). After completing the final library QC, samples were equimolar‐pooled and clustered for sequencing on the NextSeq500 machine. The sequencing run was performed using Illumina NextSeq500 run chemistry (NextSeq 500/550 High Output v2 kit 150 cycles‐Catalog FC‐404‐2002).

### 2.4 Comparative RNAseq data analysis

We searched GEO Datasets using the terms Preadipocytes and differentiation and “high throughput sequencing” [platform] to find other RNAseq studies. Sequence data quality was validated for RNAseq analysis using FastQC (v0.12.1). Sequences with average Phred scores below 34 were discarded. Fully annotated genome indices were generated for sheep (Oar_rambouillet_v1.0), mice (GRCm39), and humans (GRCh38) using ENSEMBL genome browser and aligned with the sequencing data using Salmon (Patro et al., 2017). Differential gene expression datasets were created using the DESEQ2 (version 3.19) in R‐studio. Our DESEQ2 analysis provided log2tranformed expression data normalized to estimate size factors using the “median ratio method” (log2FC) and their respective FDR‐adjusted p‐values (p‐adj). Pathway analysis was conducted with iDEP 2.01 web‐based applications (Ge et al., 2018). During preprocessing, the genes with less than 20 counts per million in 3 or more libraries were discarded from further processing, and counts were normalized using regularized log transformation. The distribution of the transformed data box and density plots are provided in Figure S1. Enrichment analysis for differentially expressed genes was conducted using a false discovery rate (FDR) cutoff of 0.05 and a minimum fold change of 1.5. Genes altered were matched with the known Kyoto encyclopedia of genes and genomes (KEGG) pathways (Kanehisa & Goto, 2000), and gene set enrichment analysis (GSEA) was conducted as published (Subramanian et al., 2005). Generally applicable gene‐set enrichment (GAGE) was also conducted to determine the biological relevance of the regulatory mechanism (Luo et al., 2009). All the data is deposited on the GEO database (accession No. GSE278762).

### 2.5 Statistical analysis

The statistical analysis was conducted using DESEQ2 on R‐Program (Version 4.3.2).

## 3 RESULTS

### 3.1 RNAseq analysis of the preadipocytes isolated from the perirenal adipose tissue

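RNA was sequenced from perirenal preadipocytes of fetal sheep and from mature adipocytes differentiated from such preadipocytes in culture. The 8 groups hold 4 libraries each, 32 in all. They are male and female control preadipocytes (MC and FC), male and female growth-restricted preadipocytes (MFGR and FFGR), and the corresponding differentiated adipocytes (MCD, FCD, MFGRD and FFGRD). Growth restriction was produced by holding the ewes at 40°C for 12 h and 35°C for 12 h of each day from day 38 to day 87 of gestation, whereas control ewes were held at 22°C. The authors discarded reads with an average Phred score below 34 and assigned the others to the transcripts of the Ensembl annotation of Oar_rambouillet_v1.0 with Salmon. The deposited value of each transcript in each library is this read count after the authors' DESeq2 normalization over the 32 libraries, and it is no longer a whole number of reads. The table lists 35219 transcripts of 21271 genes, of which 3843 transcripts are listed at 0 in every library. The normalized values of a library sum to between 9.52 and 21.22 M (mega), with a median of 12.585 M. Taking the spacing of the lowest values as the value of 1 read (0.696 to 1.801), the libraries hold approximately 7.79 to 21.3 M reads, with a median of 13.42 M. A normalized value of 10 then stands for 5.6 to 14.4 reads. By group, the median approximate number of reads was 11.14 M in MC, 11.78 M in MCD, 12.905 M in FC and 12.985 M in FCD. It was 11.685 M in MFGR, 14.135 M in MFGRD, 15.285 M in FFGR and 15.855 M in FFGRD. Each comparison was fitted on its own 8 libraries with limma on log2(value + 1), for transcripts with a value of at least 10 in at least 4 of them. A transcript was called when its Benjamini-Hochberg adjusted p-value was below 0.05 and its fold change above 1.5. Fold changes are on the log2(value + 1) scale throughout.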

The results demonstrate a strong effect of cell differentiation on gene expression (Table 1 and Figure 1). The groups clustered together into preadipocytes and differentiated cells (Figure 2a). 

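Principal components were computed from log2(value + 1) of the 19469 transcripts with a normalized value of at least 10 in at least 4 of the 32 libraries. The first component held 21.6% of the variance, the second 13.4% and the third 6.0%. On the second component the 16 preadipocyte libraries lay between -91.5 and -61.2 and the 16 differentiated libraries between 15.1 and 127.7, so the stages did not overlap. The difference of the means was 152.48 (permutation test with 100000 permutations, p = 1e-05, the smallest p they can give), and the stages stayed apart on this component under every alternative that was run. On the first component the difference between the stages was 14.75 (permutation test, p = 0.688). The p-value of that component moved most without replicate 2 of every group, to 0.1. The test on the second component was added after the data had been seen. The first component followed the slope of each library's values on the genomic span of the transcripts, with Pearson's r = 0.99 (permutation p = 1e-05) and Spearman's rho = 0.90 (permutation p = 1e-05) over the 32 libraries, and r = 0.99 without the 2 libraries farthest from the median slope. Within the 16 preadipocyte libraries r was 1.00, and within the 16 differentiated libraries it was 0.99.

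**Figure D1:**
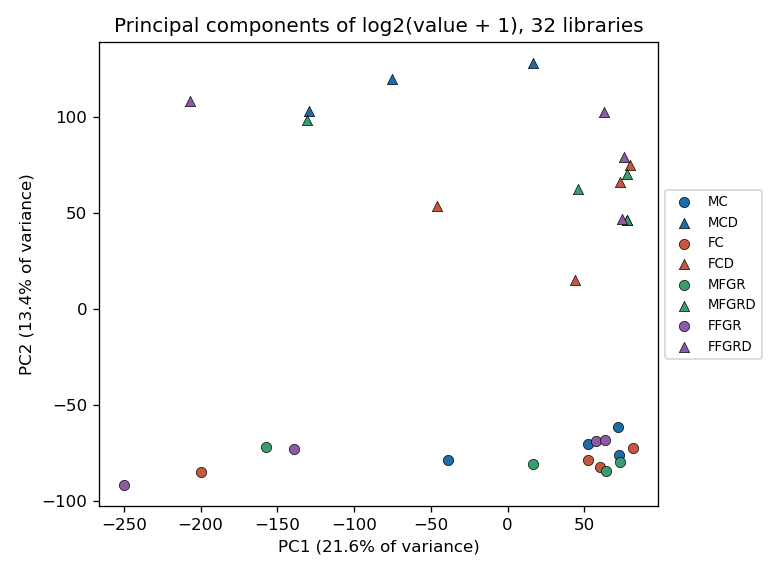
First principal component (horizontal axis, 21.6% of variance) against the second (vertical axis, 13.4% of variance) for the 32 libraries, with circles for preadipocytes, triangles for differentiated adipocytes and colors for the 4 kinds of fetus. All 16 circles lie below -61.2 and all 16 triangles above 15.1 on the vertical axis, whereas the stages overlap along the horizontal axis.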

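The 32 libraries were clustered by average linkage on 1 minus Pearson's r of the same log2 values. The correlation between any pair of libraries lay between 0.631 and 0.887 over the 496 pairs. The highest division of the tree set 7 libraries (MCD replicate 4, MFGR replicate 1, MFGRD replicate 1, FC replicate 2, FFGR replicates 2 and 3 and FFGRD replicate 3) apart from the other 25, and these 7 hold 4 preadipocyte and 3 differentiated libraries. With a pseudocount of 0.1 the highest division set MCD replicate 2 and FCD replicate 2 apart from the other 30 libraries. The library most highly correlated with each library was of the same stage for 32 of 32 libraries (mean of 10000 permutations 15.5, permutation p = 0.0001, the smallest p they can give). It was of the same group for 2 of 32 libraries (mean of permutations 3.1, permutation p = 0.76).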

The hierarchical clustering demonstrates a similar trend (Figure 2b).

**TABLE 1:** Shows the differentially regulated genes (fold change >1.5 and adjusted *p*‐value (FDR) <0.05 in various study groups.

Comparison groups	Upregulated	Downregulated	Total
MC vs. FC	9	14	23
MCD vs. FCD	20	24	44
MFGR vs. FFGR	28	30	58
MFGRD vs. FFGRD	7	11	18
MCD vs. MC	879	757	1636
FCD vs. FC	270	318	588
MFGRD vs. MFGR	431	639	1070
FFGRD vs. FFGR	535	653	1188

Abbreviations: FC, female control preadipocytes; FCD, female control differentiated adipocytes; FFGR, female fetal growth restricted preadipocytes; FFGRD, female fetal growth restricted differentiated adipocytes; MC, male control preadipocytes; MCD, male control differentiated adipocytes; MFGR, male fetal growth restricted preadipocytes; MFGRD, male fetal growth restricted differentiated adipocytes.

**FIGURE 1:**
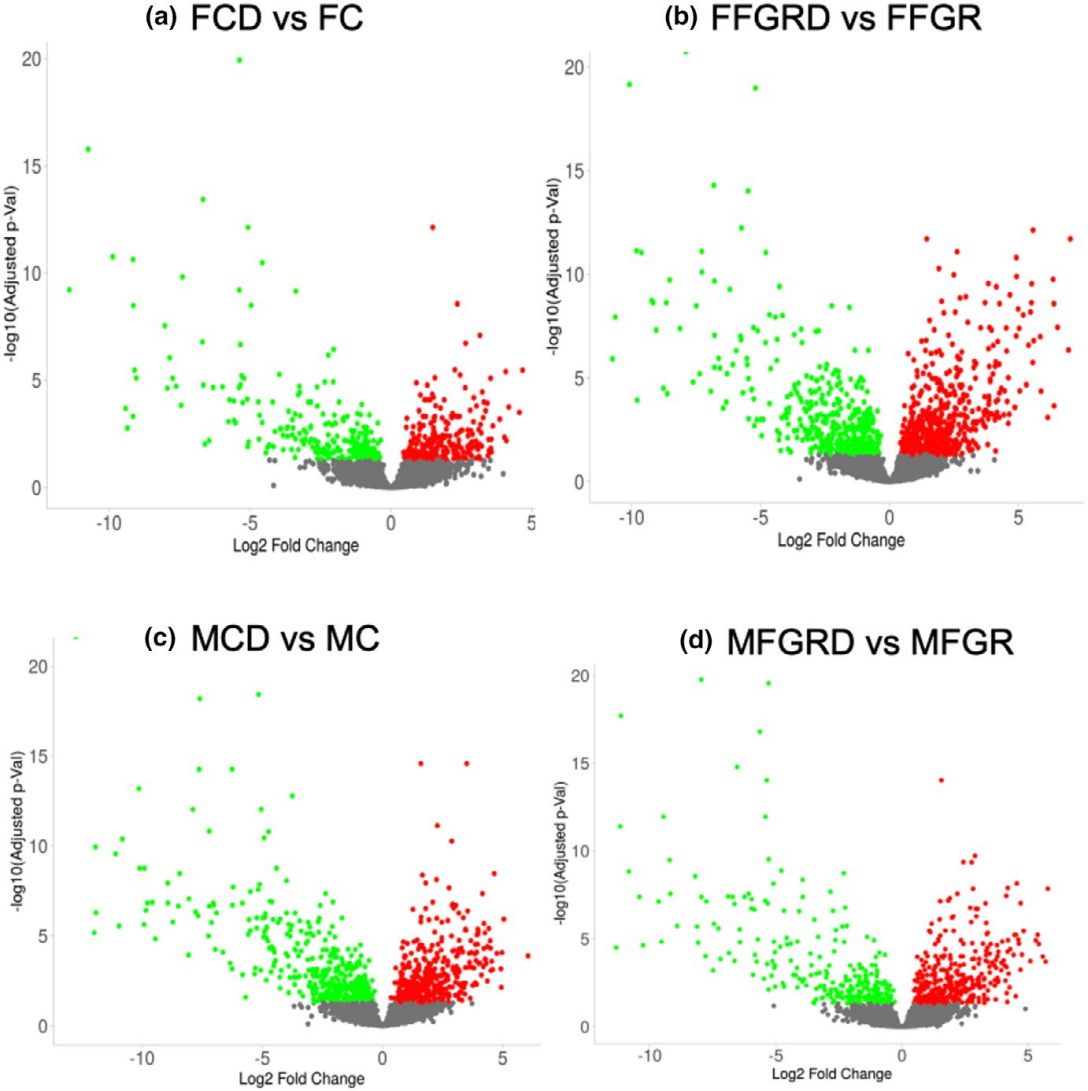
Demonstrate the volcano plots of differentially regulated genes following differentiation of preadipocytes to adipocytes at the Log2 Fold change of >1.5 and adjusted p‐value <0.05. (a) Control fetal female differentiated (FCD) adipocytes versus control fetal female (FC) preadipocytes. (b) Female fetal growth‐restricted differentiated adipocytes (FFGRD) versus female fetal growth‐restricted preadipocytes (FFGR). (c) Control fetal male differentiated (MCD) adipocytes versus control fetal male (MC) preadipocytes. (d) Male fetal growth‐restricted differentiated adipocytes (MFGRD) versus male fetal growth‐restricted preadipocytes (FFGR).

**FIGURE 2:**
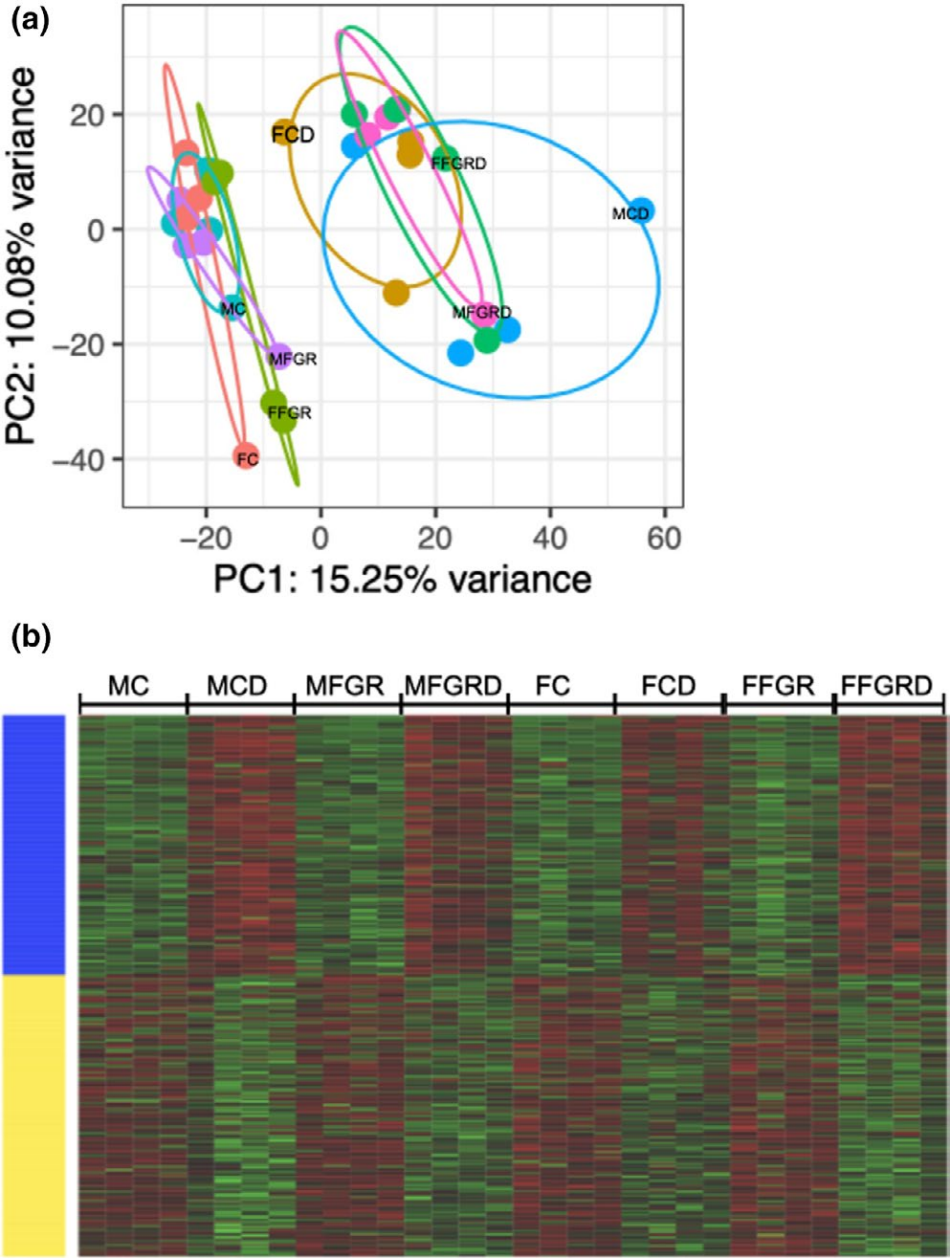
Shows the differential clustering of the genes from the eight study groups. (a) The Principal Component Analysis. (b) The heat map with red shows the upregulated genes, and green shows the downregulated genes. MC, male control preadipocytes; FC, female control preadipocytes; MCD, male control differentiated adipocytes; FCD, female control differentiated adipocytes; MFGR, male fetal growth restricted preadipocytes; FFGR, female fetal growth restricted preadipocytes; MFGRD, male fetal growth restricted differentiated adipocytes; FFGRD, female fetal growth restricted differentiated adipocytes.

### 3.2 Effect of sex on gene expression in preadipocytes differentiation to mature adipocytes

The overall changes in gene expression with sex are listed in Table 1. Specifically, 73 genes were differentially expressed in the preadipocytes from MC and FC. Of these, nine genes were upregulated and 14 downregulated in females compared to males (Table S1). 

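Between MC and FC preadipocytes, 15940 transcripts were tested, 1 was called and 246 had an unadjusted p-value below 0.05. The transcript called was NAV3-206 (ENSOART00020007870, chromosome 3, 121062811 to 121448888), at 175.3, 90.03, 116.1 and 134.3 in the 4 MC libraries and listed at 0 in the 4 FC libraries (adjusted p = 0.0227, higher in 4 of 4 MC libraries). The sum over the 10 transcripts of NAV3 had a log2 fold change of 0.41 (adjusted p = 1.00), so the call does not extend to the gene. With the transcripts of each gene summed, no gene was called between MC and FC, and 146 had an unadjusted p-value below 0.05. XIST and the Y-linked genes looked for are not named in the deposited data, so whether the comparisons of the sexes cover them is not known. Leaving out 1 library moved the count from 1 to between 0, as without MC replicate 1, and 3, without FC replicate 4.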

To further elucidate the effect of sex on differential gene expression, we compared differentiated preadipocytes from male (MCD) and female (FCD) fetuses. We observed that 44 genes were differentially expressed in differentiated male adipocytes compared to those from female fetuses (Table S2). 

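Between the differentiated MCD and FCD adipocytes, none of 15850 transcripts was called, and 503 had an unadjusted p-value below 0.05. The count stayed at 0 under every alternative that kept all 8 libraries. It was 3 without MCD replicate 1, 3 without MCD replicate 2, 2 without MCD replicate 3 and 1 without FCD replicate 4.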

When we compared gene expression in preadipocytes from MFGR with FFGR, we observed that 58 genes were differentially expressed (Table S3). 

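Between MFGR and FFGR preadipocytes, 7 of 15891 transcripts were called, 5 higher and 2 lower in MFGR, and 304 had an unadjusted p-value below 0.05. Each of the 7 was listed at 0 in all 4 libraries of one sex. DDX58-203 (ENSOART00020014736, chromosome 2, 109897463 to 109907628) had values of 520.4, 629.1, 395.7 and 426.2 in MFGR and 0 in FFGR (adjusted p = 0.000673). SSR1-203 (ENSOART00020039160, chromosome 20, 51484105 to 51500626) had values of 103.4, 1235, 2457 and 1243 in MFGR and 0 in FFGR (adjusted p = 0.0257). PYGL-201 (ENSOART00020035831, chromosome 7, 44663664 to 44703356) was listed at 0 in MFGR and had values of 1430, 862.8, 153.8 and 209 in FFGR (adjusted p = 0.0228). DHTKD1-202 (ENSOART00020009152, chromosome 13, 16849047 to 16885399) was listed at 0 in MFGR and had values of 138.8, 66.63, 91.06 and 64.9 in FFGR (adjusted p = 0.0276). The others were CARMIL1-203, DCTN3-202 and PBRM1-203. With the transcripts of each gene summed, none of the 7 genes was called, their adjusted p-values were all 0.987, and no other gene was called between the sexes in this comparison (144 genes had an unadjusted p-value below 0.05). Without MFGR replicate 1, 2, 3 or 4 the count of transcripts was 0. It was 3 without FFGR replicate 2 or 3 and 2 without FFGR replicate 4.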

We also compared alterations in gene expression between differentiated adipocytes from the growth‐restricted male (MFGRD) and female (FFGRD) and observed that 18 genes were significantly differentially expressed (Table S4). 

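Between MFGRD and FFGRD adipocytes, 2 of 15848 transcripts were called, and 115 had an unadjusted p-value below 0.05. COL1A2-201 (ENSOART00020028004, chromosome 4, 13598416 to 13633671) had values of 8745, 31190, 4113 and 1375 in MFGRD and was listed at 0 in the 4 FFGRD libraries (adjusted p = 0.00489). ATRIP-202 (ENSOART00020037757, chromosome 19, 53362128 to 53379724) was listed at 0 in MFGRD and had values of 82.03, 159.1, 176.5 and 90.89 in FFGRD (adjusted p = 0.0185). The sums over the transcripts of the genes had log2 fold changes of 0.39 for COL1A2 and -0.06 for ATRIP, with an adjusted p of 1.00 for both, and with gene sums no gene was called while 37 had an unadjusted p-value below 0.05. Leaving out MFGRD replicate 1, 2, 3 or 4 gave 0 calls, and leaving out FFGRD replicate 4 gave 1.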

Surprisingly, only one gene was the same between the altered gene in differentiated adipocytes from preadipocytes in control and growth‐restricted fetuses (Figure 3a).

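No transcript was called in more than 1 of the 4 comparisons between the sexes, and the number expected by chance was 0.0 for each pair of comparisons. MCD and FCD had no calls to share with the 2 of MFGRD and FFGRD. The shared count rose to 1 without MCD replicate 3 and stayed at 0 when any other library was left out.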

**FIGURE 3:**
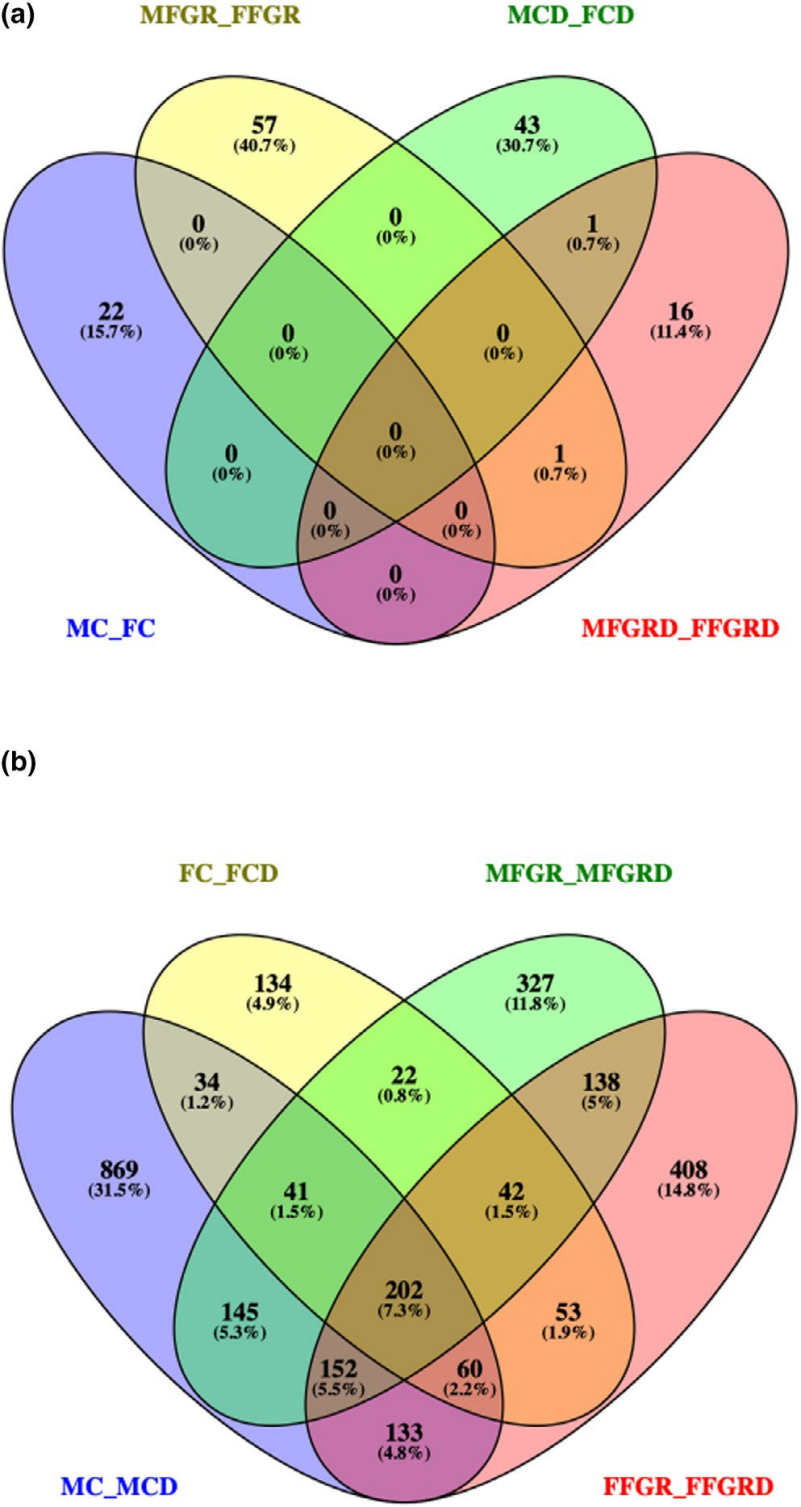
Shows the Venn Diagram of the commonly altered gene (a) Effect of sex on gene regulation. (b) Effect of preadipocyte to mature adipocyte differentiation on gene expression. MC, male control preadipocytes; FC, Female control preadipocytes; MCD, male control differentiated adipocytes; FCD, female control differentiated adipocytes; MFGR, male fetal growth restricted preadipocytes; FFGR, female fetal growth restricted preadipocytes; MFGRD, male fetal growth restricted differentiated adipocytes; FFGRD, female fetal growth restricted differentiated adipocytes.

### 3.3 Effect of growth restriction on gene expression in preadipocytes following differentiation to mature adipocytes

The project aimed to identify genes differentially expressed in male and female control and growth‐restricted fetus preadipocytes with differentiation to mature adipocytes. We observed a strong effect of preadipocyte differentiation on gene expression (Figure 2a,b). 

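In male controls, 15804 transcripts were tested between MCD and MC. After differentiation 448 transcripts of 425 genes were called, 233 higher and 215 lower, and 2937 transcripts had an unadjusted p-value below 0.05. Leaving out MCD replicate 3 moved the count most, to 50, and leaving out MCD replicate 1 raised it to 1154. Each of the 8 fits that left out 1 library moved it by more than 1.5 times. Quantile normalization moved the median log2 fold change of all transcripts tested from -0.08 to 0.04 and gave 497 calls. The largest named rises among the calls were those of FABP4 and ADIPOQ, described further on. PRSS35-201 (ENSOART00020027253, chromosome 8, 12032677 to 12033915) fell from 9999 ± 3815 (SD, n = 4) in MC to 427 ± 818 (SD, n = 4) in MCD, a log2 fold change of -7.40 (standard error 1.44, adjusted p = 0.0364, lower in 4 of 4 libraries). ARHGAP28-204 (ENSOART00020026211, chromosome 23, 45083848 to 45127586) had values of 247.3, 44.83, 282.6 and 118 in MC and was listed at 0 in the 4 MCD libraries (adjusted p = 0.0043).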

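In female controls, 23 of 16046 transcripts were called between FCD and FC, 13 higher (56.5%) and 10 lower, and 1611 transcripts had an unadjusted p-value below 0.05. With quantile normalization 12 were called, of which 66.7% were higher. A single fit of all 8 groups gave 181. With the replicate number as a block, as if a number marked 1 animal before and after differentiation, it was 1. It was 0 without FCD replicate 1, with 1156 transcripts at an unadjusted p-value below 0.05. It was 2 without FC replicate 1, 1 without FC replicate 3, 7 without FC replicate 4, 2 without FCD replicate 3 and 6 without FCD replicate 4. PDE7B-201 (ENSOART00020034671, chromosome 8, 67310180 to 67666388) was listed at 0 in FC and had values of 255.2, 37.36, 514.4 and 371.7 in FCD (adjusted p = 0.0353). HEPH-201 (ENSOART00020036206, chromosome X, 50338400 to 50474196) had values of 59.28, 96.67, 84.66 and 291.5 in FC and was listed at 0 in FCD (adjusted p = 0.025). PPP2R2B-202 (ENSOART00020034005, chromosome 5, 60230603 to 60813928) had values of 31.64, 131.7, 143.2 and 77.5 in FC and was listed at 0 in FCD (adjusted p = 0.04035). Of the 23 calls, 6 were of this kind, listed at 0 in all 4 libraries of one stage, and for none of these 6 was the sum over the gene's transcripts called.

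**Figure D2:**
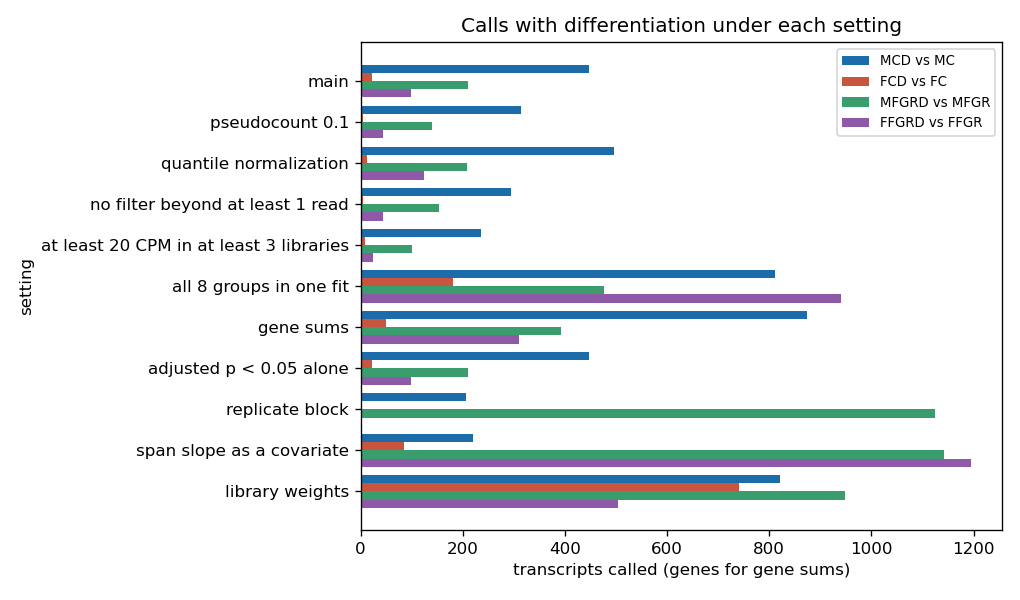
Number of transcripts called with differentiation (horizontal axis; genes where the transcripts of a gene were summed) under each processing setting (vertical axis), with 1 bar for each of the 4 comparisons. MCD against MC has 448 calls in the uppermost setting, and FCD against FC has 23.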

In MCs with preadipocyte to mature adipocyte differentiation, there were 1636 genes differentially regulated (Table S5), whereas in females, only 588 genes were differentially regulated (Table S6). However, with growth restriction, 1069 genes in males (Table S7) and 1188 genes (Table S8) in females were differentially regulated on converting preadipocytes to mature adipocytes. Thus, there was a significant decrease in the number of genes altered with growth restriction in males (gene altered reduced from 1636% to 1069% ~ 35% reduction with cell differentiation. In contrast, the number of differentially altered genes increased in females from 588 to 1188. Thus, sex strongly affected differential gene regulation with preadipocyte differentiation.

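In growth-restricted males, 210 of 15920 transcripts, of 192 genes, were called between MFGRD and MFGR, 97 higher and 113 lower, and 2089 had an unadjusted p-value below 0.05. With the replicate number as a block the count was 1125. It was between 28, without MFGRD replicate 2, and 137, without MFGR replicate 1, when 1 library was left out, and each of these 8 fits lowered it by more than 1.5 times. CTNNB1-202 (ENSOART00020029749, chromosome 19, 14408076 to 14450957) had values of 217.9, 499.2, 1046 and 427 in MFGR and was listed at 0 in MFGRD (adjusted p = 0.0006305). COL1A2-201 was listed at 0 in MFGR (adjusted p = 0.000689). Both calls stop at the transcript, since the sums over the genes had log2 fold changes of 0.05 for CTNNB1 and -0.17 for COL1A2. ALDH1A3-202 (ENSOART00020006873, chromosome 18, 5338210 to 5380603) fell from 247 ± 209 (SD, n = 4) to 1.55 ± 3.11 (SD, n = 4), a log2 fold change of -6.94 (standard error 0.86, adjusted p = 0.0126, lower in 4 of 4 libraries).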

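In growth-restricted females, 98 of 15914 transcripts, of 88 genes, were called between FFGRD and FFGR, 41 higher and 57 lower, and 2023 had an unadjusted p-value below 0.05. A single fit of all 8 groups gave 940. Leaving out 1 library lowered it by more than 1.5 times in each of 8 fits, to between 0 without FFGRD replicate 1 (1376 transcripts at an unadjusted p-value below 0.05) and 49 without FFGR replicate 1. PTX3-201 (ENSOART00020001372, chromosome 1, 250843217 to 250848677) rose from 304 ± 420 (SD, n = 4) to 33120 ± 8892 (SD, n = 4), a log2 fold change of 8.34 (standard error 1.35, adjusted p = 0.042, higher in 4 of 4 libraries). EPB41L3-204 (ENSOART00020023902, chromosome 23, 44049072 to 44139564) fell from 444 ± 106 (SD, n = 4) to 2.53 ± 5.06 (SD, n = 4), a log2 fold change of -7.90 (standard error 0.87, adjusted p = 0.017, lower in 4 of 4 libraries). SLC2A3-203 (ENSOART00020017130, chromosome 3, 222584545 to 222664996) had values of 879.5, 41.65, 339.9 and 36.97 in FFGR and was listed at 0 in FFGRD (adjusted p = 0.0359).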

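The count of calls was 53.1% lower in growth-restricted than in control males. With the replicate number as a block the order reversed, to 1125 calls in MFGRD and 207 in MCD. Deviations of same-numbered libraries from their group means correlated at 0.191 to 0.502 in MFGR and MFGRD and 0.032 to 0.347 in MC and MCD. These correlations do not show that a number marks 1 animal. The order reversed as well with the span slope as a covariate (1143 and 220) and with library weights (949 and 821), both chosen after seeing the data. Leaving out MCD replicate 3 alone also brought the count in MCD below that in MFGRD, whereas leaving out MCD replicate 1 widened the gap. A difference of counts is not a test of the difference in response, so the response to differentiation in MFGR was also tested against that in MC on 16 libraries. Of 17803 transcripts, 1 was called, NAV3-206, which is listed at 0 in MCD, MFGR and MFGRD (adjusted p = 0.00751), and 388 had an unadjusted p-value below 0.05. The count was 3 without MCD replicate 1 or 2, 2 without MCD replicate 3, MFGR replicate 1 or MFGRD replicate 1, and 0 without MC replicate 2, 3 or 4. The size of the response was then compared on the 113 transcripts called in the 2 female comparisons, so that no male library had chosen them. Aligned to their direction in females, they changed by a mean log2 of 4.02 in MC and 3.87 in MFGR, a difference of -0.15 (exact permutation test over 4900 permutations, two-sided, p = 0.687, adjusted p = 0.687 over 4 such comparisons). Without MCD replicate 3 the difference was 0.06. The transcripts of FKBP5, ZBTB16 and KLB are among the 113. Those named for FABP4, ADIPOQ, CEBPA, PLIN1, ACSL1, LIPE, DGAT2 and THRSP were called in neither female comparison. The mean responses therefore do not cover these markers.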

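The difference between the responses of FFGR and FC was tested on 17933 transcripts, of which none was called and 163 had an unadjusted p-value below 0.05. Leaving out FCD replicate 3 or FFGRD replicate 2 gave 1 call. On the 552 transcripts called in the 2 male comparisons, the mean log2 change in the direction of the males was 3.07 in FFGR and 2.47 in FC. The difference of 0.60 had an exact permutation p of 0.234 (adjusted p = 0.687) and stayed between 0.37 and 0.86 when 1 library was left out.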

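Between control males and control females, none of 17844 transcripts was called for a difference in response to differentiation, and 400 had an unadjusted p-value below 0.05. Between growth-restricted males and growth-restricted females, none of 17891 was called, and 221 had an unadjusted p-value below 0.05. Leaving out 1 library gave at most 3 calls in controls, without MCD replicate 1, and at most 2 in growth-restricted fetuses, without FFGRD replicate 1. The mean log2 response was 3.43 in MC and 2.96 in FC on 264 transcripts called in growth-restricted fetuses (difference 0.47, exact permutation p = 0.378, adjusted p = 0.687). It was 2.87 in MFGR and 3.14 in FFGR on 453 transcripts called in controls (difference -0.26, exact permutation p = 0.567, adjusted p = 0.687). The transcripts called in one group were also read in the others. Of the MC calls, 396 of 399 that were tested in FC changed in the same direction there, and 288 had an unadjusted p-value below 0.05. Over the 12 such pairings of groups, between 97.9% and 100% of calls kept their direction. From the numbers of genes altered in the 4 groups, the paper concludes that sex strongly affects the genes regulated as preadipocytes differentiate.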

In MCs and females, 337 common transcripts of 319 genes were differentially regulated with preadipocyte differentiation to mature adipocytes (Table S9). However, in growth‐restricted males and females, 534 transcripts of 486 genes were commonly differentially regulated with preadipocyte differentiation to mature adipocytes (Table S10). 

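Of the 15216 transcripts tested in both control comparisons, 18 transcripts of 18 genes were called in both, against 0.577 expected by chance. All 18 changed in the same direction in males and females, 12 higher and 6 lower after differentiation. The count was 0 without FCD replicate 1 or 3, 1 without FC replicate 3, 2 without FC replicate 1, 3 without FC replicate 4 and 4 without FCD replicate 4. It was 6 without MCD replicate 2, 3 or 4 and 10 without MC replicate 3. In a single fit of all 8 groups it was 146.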

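In the growth-restricted groups, 44 transcripts of 41 genes were called in both sexes among the 15214 tested in both, against 1.127 expected by chance. All 44 changed in the same direction, 21 higher and 23 lower after differentiation. With all 8 groups in a single fit the count was 373. Leaving out any 1 of these 16 libraries lowered it by more than 1.5 times, to between 0 (without FFGRD replicate 1 or 2) and 29 (without MFGR replicate 1).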

On comparing changes in gene expression in all four groups with differentiation, we observed 202 transcripts of 192 genes altered commonly in all four groups (irrespective of FGR) following the differentiation of preadipocytes to mature adipocytes (Figure 3b and Table S11).

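Called in all 4 groups were 5 of the 14678 transcripts tested in all, against 0.0 expected by chance. CNGA3-201, FGFRL1-201, FKBP5-201, PTX3-201 and ZBTB16-201 each changed in 1 direction in all groups, 4 of them higher and 1 lower after differentiation. CNGA3-201 and FGFRL1-201 were not among the genes set to be named in advance and are named because the count is small. None of the 5 was called in all groups without FCD replicate 1, 3 or 4, FFGR replicate 3 or 4 or FFGRD replicate 1 or 2, whereas 8 were without FCD replicate 2. With all 8 groups in a single fit the count was 116.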

Previously, we have demonstrated that the isolated preadipocytes from MFGR have reduced differentiation potential compared to MCs & females and FFGR. We observed that the three groups (MC, FC, and FFGR) with higher differentiation potential than MFGR had 262 commonly differentiated transcripts of 249 genes. Thus, they had 60 genes extra differentially expressed than the genes common to all four groups (Table S12). 

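In MC, FC and FFGR, 8 transcripts of 8 genes were called, among 14853 tested in these 3 comparisons, against 0.003 expected by chance. They were the 5 called in all groups and PDE7B-201, PPP1R1A-201 and PPP2R2B-202, which were not called in MFGR. Of the 8, 6 were higher and 2 lower after differentiation. The count of 8 was 0 without FCD replicate 1, 3 or 4, FFGR replicate 3 or 4 or FFGRD replicate 1 or 2, and 11 without FCD replicate 2. With all 8 groups in a single fit it was 137.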

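FABP4, whose transcript FABP4-201 is ENSOART00020027055 (chromosome 9, 62825357 to 62830354), encodes a fatty acid-binding protein and ADIPOQ encodes adiponectin. In MC the normalized value of FABP4-201 was 10.2 ± 3.78 (SD, n = 4) and in MCD 68360 ± 69080 (SD, n = 4), a log2 fold change of 11.94 (standard error 0.81, adjusted p = 0.00137, higher in 4 of 4 libraries). It was called in each of the 10 alternative settings and in the 8 fits that left out 1 library. In females, FC libraries averaged 13.0 and the FCD libraries had 8138, 7555, 13870 and 215.4 (log2 fold change 8.70, standard error 1.38, adjusted p = 0.0789, higher in 4 of 4 libraries). The transcript was called in female controls with all 8 groups in a single fit, with library weights, as a gene sum (adjusted p = 0.0382) and without FCD replicate 4 (log2 fold change 10.06). FFGR averaged 140 and the FFGRD libraries had 32200, 10140, 155000 and 3366 (log2 fold change 8.59, standard error 1.50, adjusted p = 0.0509, higher in 4 of 4 libraries). In growth-restricted females it was called in 6 of the 10 alternative settings, among them quantile normalization and gene sums (adjusted p = 0.0282), and in none of the 8 fits that left out 1 library. ADIPOQ-201 (ENSOART00020000499, chromosome 1, 218921967 to 218933226) rose from 6.74 ± 9.61 (SD, n = 4) in MC to 7506 ± 5018 (SD, n = 4) in MCD (log2 fold change 10.33, standard error 1.01, adjusted p = 0.00322, higher in 4 of 4 libraries). Its log2 fold change was 4.98 in FCD (standard error 1.59, adjusted p = 0.352, above every FC library in 3 of 4 libraries) and 5.26 in FFGRD (standard error 1.44, adjusted p = 0.148, above every FFGR library in 3 of 4 libraries). A call in FFGRD came with all 8 groups in a single fit and with the span slope as a covariate, and in FCD under no setting.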

On importance, following differentiation, the three groups, MC, FC, and FFGR, have upregulated mature adipocyte markers adiponectin and FABP4. However, MFGR only had adiponectin upregulated, and FABP4 was not. Thus, there appear to be fundamental changes in male fetuses' adipose tissue regulation with growth restriction.

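In MFGR the values of FABP4-201 were 112.9, 34.06, 8.451 and 6.189, and in MFGRD they were 98380, 10980, 4058 and 4055. The log2 fold change was 8.98 (standard error 1.21, adjusted p = 0.0162, higher in 4 of 4 libraries), and FABP4-201 was called in each of the 10 alternative settings. Calls remained in 5 of the 8 fits that left out 1 library, but not without MFGR replicate 2, MFGR replicate 3 or MFGRD replicate 2, and its log2 fold change stayed between 7.95 and 9.76. In the authors' deposited table FABP4 has a fold change of 724.5 in this comparison (adjusted p = 1.05e-12). ADIPOQ-201 had values of 12.45, 4.237, 4.8 and 21.53 in MFGR and 10710, 661.1, 1012 and 146.1 in MFGRD, a log2 fold change of 6.69 (standard error 1.19, adjusted p = 0.0392, higher in 4 of 4 libraries). It was called in each of the 10 alternative settings and in 2 of the 8 fits that left out 1 library, those without MFGRD replicate 1 and without MFGRD replicate 4.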

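The response of MFGR was tested against the mean response of MC, FC and FFGR over the 32 libraries. None of 19469 transcripts was called, and 265 had an unadjusted p-value below 0.05. The count was 1 without MFGR replicate 4 or FC replicate 2. For FABP4-201 the log2 difference between the response of MFGR and that mean was -0.76 (standard error 1.61, adjusted p = 1.00), and for ADIPOQ-201 it was -0.16 (standard error 1.70, adjusted p = 1.00). From adiponectin and FABP4 being upregulated in MC, FC and FFGR and FABP4 not in MFGR, the paper proposes that the regulation of adipose tissue is changed in growth-restricted males.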

### 3.4 Comparison of the current data with other studies

We searched GEO Datasets using the terms preadipocytes and differentiation and “high throughput sequencing” [platform] to find other RNAseq studies. Our initial search identified 16 unique studies. The studies that did not have at least three control and three differentiated samples without treatment were excluded from the comparison. Following this, we identified six individual studies with the keywords mentioned above. None of the studies were done on preadipocytes from fetal lambs. One study did not provide raw data; another only examined microRNA, and both were excluded. For the four other studies (Table 2), raw data was downloaded and processed through the same pipeline as the original data. We observed that a total of 66 genes were common among the differentially regulated genes in all four studies (Table S13). Of these, 33 were upregulated, and 33 were downregulated. Notably, mature adipocyte markers genes such as adiponectin were not present among these genes. One of the studies was conducted after adding differentiation media for only 2 days. Others and we have shown that differentiating preadipocytes to mature adipocytes takes more than 5 days. Thus, we removed this study with only 2 days of differentiation protocol and determined the common genes in the other three studies with complete differentiation protocols. We observed all the markers of mature adipocytes, such as adiponectin, FABP4, Cidea, etc., to be upregulated in all three studies. Of note, 243 genes were commonly differentiated in the three studies (Table S14). Two of these studies were conducted on mouse preadipocytes and one on human preadipocytes.

**TABLE 2:** Enlists the studies and SRA downloaded from the GEO database for comparative analysis.

Accession No.	Description	Species	SRA used
GSE145452	3 T3‐L1 Preadipocytes control and differentiated for 2 days.	Mouse	SRR11100850 SRR11100851 SRR11100852 SRR11100856 SRR11100857 SRR11100858
GSE169514	Pancreatic preadipocytes were differentiated for 14 days.	Human	SRR14060251 SRR14060252 SRR14060253 SRR14060254 SRR14060255 SRR14060256 SRR14060257 SRR14060258 SRR14060264 SRR14060265 SRR14060267 SRR14060268 SRR14060270 SRR14060271 SRR14060272 SRR14060273
GSE193463	Subcutaneous inguinal preadipocytes differentiated for 8 days.	Mouse	SRR17518441 SRR17518442 SRR17518443 SRR17518447 SRR17518448 SRR17518449 SRR17518453 SRR17518454 SRR17518455
GSE201450	3 T3‐L1 preadipocytes for 9 days.	Mouse	SRR18912033 SRR18912034 SRR18912035 SRR18912024 SRR18912025 SRR18912026

Next, we identified the common genes in our studies (MC/MCD, MFGR/MFGRD, FC/FCD, FFGR/FFGRD) with the four studies from GEO datasets. We observed only four common genes in all GSE datasets with our studies. However, this dataset included studies with growth restriction and only 2 days of differentiation (early initiation) till complete differentiation. These four genes were upregulated with differentiation and were FKBP5 (ENSOART00020035500), ACSL1 (ENSOART00020021450), PLIN4 (ENSOART00020021654) and ZBTB16 (ENSOART00020035665).

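The transcripts lie on Oar_rambouillet_v1.0 at 11254529 to 11324058 of chromosome 20 (FKBP5-201), 16089894 to 16132690 of chromosome 26 (ACSL1-205), 18099249 to 18105576 of chromosome 5 (PLIN4-201) and 27130991 to 27329387 of chromosome 15 (ZBTB16-201). The 4 studies of mouse and human cells were not analysed here. FKBP5-201 was called in all 4 groups, with log2 fold changes of 4.87 in MCD, 5.44 in FCD, 5.29 in MFGRD and 5.50 in FFGRD (adjusted p = 0.00171, 0.0419, 0.0039 and 0.0263), higher in 4 of 4 libraries of each. ZBTB16-201 was called in all 4 groups as well. It averaged 899 ± 703 (SD, n = 4) in MCD and 1502 ± 974 (SD, n = 4) in FFGRD, with log2 fold changes of 7.29 (standard error 0.78, adjusted p = 0.0043) and 9.35 (standard error 1.03, adjusted p = 0.017). The FC and MFGR libraries all lay at or below the value of 3 reads, so its increase there has a lower bound only. It was at least 249-fold higher in FCD (adjusted p = 0.00743) and at least 332-fold higher in MFGRD (adjusted p = 0.000799, and 521-fold without MFGRD replicate 1), in 4 of 4 libraries of each. ACSL1-205 was called in MCD, where its log2 fold change was 4.75 (standard error 0.46, adjusted p = 0.00322, higher in 4 of 4 libraries). In FCD (3.04, adjusted p = 0.379), MFGRD (2.485, adjusted p = 0.283) and FFGRD (5.82, adjusted p = 0.192) it was not called, and it lay above every preadipocyte library in 3, 3 and 4 of 4 libraries. PLIN4-201 was at least 53.4-fold higher in MCD (adjusted p = 0.00542) and at least 29.9-fold higher in FFGRD (adjusted p = 0.0509), in 4 of 4 libraries of each. The bound in FFGRD was 15.8-fold without FFGRD replicate 1 and 52.2-fold without FFGRD replicate 4. It had a log2 fold change of 4.24 in MFGRD (adjusted p = 0.0515, higher in 4 of 4 libraries). It was not tested in FCD, where too few libraries reached the value of 10.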

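The genes of Table 3 are KLB, ADIPOQ, PLIN4, ZBTB16, ABCD2, PDK4, CEBPA, FKBP5, ACSL1, PLS3, NEXN and POSTN, read here by the transcripts of Tables S5 and S6. Of these 12 genes, 11 were called in MCD against MC, 2 in FCD against FC, 8 in MFGRD against MFGR and 5 in FFGRD against FFGR. FKBP5 and ZBTB16 were the 2 called in every group. With 1 library left out the counts were 4 (without MCD replicate 3) to 9 in MCD, 0 (without FCD replicate 1, 3 or 4) to 2 in FCD and 1 (without MFGRD replicate 2 or 3) to 4 in MFGRD. In FFGRD they were 0 (without FFGR replicate 3 or 4 or FFGRD replicate 1 or 2) to 3. In the order MCD, FCD, MFGRD and FFGRD they were 12, 4, 11 and 12 in a single fit of all 8 groups, 12, 2, 9 and 9 with gene sums, 9, 1, 10 and 0 with the replicate block, and 8, 1, 5 and 3 with the filter of 20 CPM. The span slope as a covariate gave 10, 2, 11 and 11 and library weights 11, 6, 11 and 8, both chosen after seeing the data. Where tested, each gene had the direction of Table 3 in every group, 9 higher and 3 lower in MCD, MFGRD and FFGRD, and 6 higher and 3 lower in FCD. KLB-201 was listed at 0 in MC and MFGR, where it was called (adjusted p = 0.00137 and 0.0143), and was at least 66.1-fold higher in FFGRD (adjusted p = 0.0263), a bound of 40.1-fold without FFGRD replicate 1 and 129-fold without FFGRD replicate 4. It was not tested in FCD, since it reached a value of 10 in 3 libraries. At an unadjusted p-value below 0.05 were 12 genes in MCD, 9 in FCD, 12 in MFGRD and 12 in FFGRD. NEXN-203 was the gene not called in MCD (log2 fold change -2.62, standard error 0.67, adjusted p = 0.0813, lower in 4 of 4 libraries).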

We further compared commonly differentiated genes from our complete datasets (Table S11) with the commonly regulated genes from the three GSE downloaded studies, which studied differentiation till the late stage (data in Table S14) and observed a total of 12 genes (9 upregulated and 3 downregulated in all groups) differentially regulated in the three species (mouse, human, and sheep), different ages (fetal to adult), and different nutritional conditions (control to growth restricted) with differentiation of preadipocyte to mature adipocyte (Table 3).

**TABLE 3:** Enlists the common genes altered in all four study groups and the three GEO datasets.

Gene name	MCD/MC Fold_Change	FCD/FC Fold_Change	MFGRD/MFGR Fold_Change	FFGRD/FFGR Fold_Change	GSE169514‐Fold_Change	GSE193463‐Fold_Change	GSE201450‐Fold_Change
Klb	3869.02	241.04	1299.03	1662.77	44.61	196.30	212.78
Adipoq	1147.91	80.22	293.32	54.25	12508.15	522.97	308881.33
Plin4	265.10	226.97	32.10	557.28	38543.21	23.00	8.35
Zbtb16	199.79	1723.21	2232.69	1149.48	29.33	5275.86	18.74
Abcd2	54.95	30.89	198.14	232.79	36.19	7.74	21.24
Pdk4	47.37	23.69	97.47	45.21	4.21	6.85	2.03
Cebpa	45.13	8.56	23.64	24.55	59.98	3.66	22.71
Fkbp5	31.85	42.28	37.20	37.45	4.82	7.32	2.17
Acsl1	31.65	11.36	10.40	39.52	5.93	10.15	215.94
Pls3	−4.32	−2.90	−4.00	−5.87	−1.45	−1.53	−2.11
Nexn	−5.56	−6.91	−11.06	−9.91	−1.66	−3.02	−7.46
Postn	−14.44	−18.19	−11.09	−31.64	−2.74	−2.35	−14.47

Abbreviations: FC, female control preadipocytes; FCD, female control differentiated adipocytes; FFGR, female fetal growth restricted preadipocytes; FFGRD, female fetal growth restricted differentiated adipocytes; MC, male control preadipocytes; MCD, male control differentiated adipocytes; MFGR, male fetal growth restricted preadipocytes; MFGRD, male fetal growth restricted differentiated adipocytes.

Furthermore, we compared the commonly differentiated genes in our controls (MC/MCD and FC/FCD) with the three GSE downloaded studied and observed a total of 21 genes (14 upregulated and 7 downregulated in all groups) differentially regulated in the three species (mouse, human, and sheep) with differentiation of preadipocyte to mature adipocyte (Table 4). Of importance, when we compared the gene expression in the 3 GSE studies with 3 of our studies (MC/MCD, FC/FCD, FFGR/FFGRD), the gene‐altered were the same as shown in Table 4.

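Table 4 adds FABP4, THRSP, DGAT2, LIPE, PLIN1, LRRFIP1, TPM2, LMO7 and SPRED3 to the genes of Table 3. Of its 21 genes, 18 were called in MCD, 2 in FCD, 9 in MFGRD and 5 in FFGRD, and the same 2 genes, FKBP5 and ZBTB16, were called in both controls and in all 4 groups. Of the genes of Table 4, 5 were called in both controls in a single fit of all 8 groups, 3 with gene sums and 0 without FCD replicate 1 or 3. With 1 library left out the counts were 6 (without MCD replicate 3) to 15 in MCD, 0 (without FCD replicate 1 or 3) to 2 in FCD, 1 (without MFGRD replicate 2) to 5 in MFGRD and 0 to 3 in FFGRD. A single fit of all 8 groups called 18, 6, 13 and 17 in the same order, gene sums 20, 3, 13 and 12, the replicate block 15, 1, 14 and 1, and the filter of 20 CPM 13, 1, 6 and 3. The span slope as a covariate called 15, 2, 16 and 17 and library weights 18, 9, 15 and 10, both chosen after seeing the data. Tested were 20, 14, 19 and 19 of the 21 genes. Adjusted over the list alone, 20 of 20 genes were below 0.05 in MCD, 13 of 14 in FCD, 17 of 19 in MFGRD and 19 of 19 in FFGRD, and since the list was chosen on these libraries this is not independent evidence. Every gene tested had the direction of Table 4 in every group. TPM2-202 had log2 fold changes of -1.72 in MCD (adjusted p = 0.0428), -2.54 in FCD (adjusted p = 0.217), -1.70 in MFGRD (adjusted p = 0.405) and -2.22 in FFGRD (adjusted p = 0.303), and lay below every preadipocyte library in 4, 4, 3 and 3 of 4 libraries. LMO7-201 had log2 fold changes of -3.74 in MCD (adjusted p = 0.0264), -1.72 in FCD (adjusted p = 0.335), -1.84 in MFGRD (adjusted p = 0.412) and -1.92 in FFGRD (adjusted p = 0.310), and lay below every preadipocyte library in 4, 3, 1 and 4 of 4 libraries. With the replicate block, taken by correlation alone to pair MFGR with MFGRD, LMO7-201 was called in MFGRD.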

**TABLE 4:** Enlists the common genes altered in control study groups and the three GEO datasets.

Gene name	MCD/MC Fold_Change	FCD/FC Fold_Change	GSE169514‐Fold_Change	GSE193463‐Fold_Change	GSE201450‐Fold_Change
Fabp4	6928.63	568.18	7062.54	65.12	1369.70
Thrsp	3894.99	562.05	1689.18	3863.52	1151.43
Klb	3869.02	241.04	44.61	196.30	212.78
Adipoq	1147.91	80.22	12508.15	522.97	308881.33
Dgat2	417.70	351.42	12.54	2.79	46.23
Lipe	376.48	40.44	60.39	9.50	103.08
Plin4	265.10	226.97	38543.21	23.00	8.35
Zbtb16	199.79	1723.21	29.33	5275.86	18.74
Plin1	88.58	61.15	190.73	76.12	13975.33
Abcd2	54.95	30.89	36.19	7.74	21.24
Pdk4	47.37	23.69	4.21	6.85	2.03
Cebpa	45.13	8.56	59.98	3.66	22.71
Fkbp5	31.85	42.28	4.82	7.32	2.17
Acsl1	31.65	11.36	5.93	10.15	215.94
Lrrfip1	−2.21	−3.94	−1.52	−1.63	−1.14
Tpm2	−3.32	−4.87	−2.08	−2.22	−2.97
Pls3	−4.32	−2.90	−1.45	−1.53	−2.11
Nexn	−5.56	−6.91	−1.66	−3.02	−7.46
Lmo7	−8.61	−3.75	−1.99	−4.83	−2.93
Postn	−14.44	−18.19	−2.74	−2.35	−14.47
Spred3	−18.81	−25.23	−2.96	−2.53	−2.35

Abbreviations: FC, female control preadipocytes; FCD, female control differentiated adipocytes; FFGR, female fetal growth restricted preadipocytes; FFGRD, female fetal growth restricted differentiated adipocytes; MC, male control preadipocytes; MCD, male control differentiated adipocytes; MFGR, male fetal growth restricted preadipocytes; MFGRD, male fetal growth restricted differentiated adipocytes.

Lastly, we compared the gene expression in the 3 GSE studies with 3 of our studies (MC/MCD, FC/FCD, FFGR/FFGRD; Table 4) with those altered in all study groups, including MFGR/MFGRD (Table 3), we observed six genes were not altered in MFGR/MFGRD as compared to all other groups. These were Dgat2, Fabp4, Lipe, Lrrfip1, Spred3, and Thrsp. These genes might be responsible for significantly reduced differentiation potential in MFGR preadipocytes.

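For these 6 genes, 4 were called in MCD against MC, 1 in MFGRD against MFGR and 0 in FCD against FC and in FFGRD against FFGR, where 2 and 4 had an unadjusted p-value below 0.05. With the replicate number as a block, taken by correlation alone to pair MFGR with MFGRD, 3 were called in MFGRD (FABP4, THRSP and LRRFIP1). It was also 3 with gene sums, the span slope as a covariate or library weights, 2 in a single fit of all 8 groups, and 0 without MFGR replicate 2 or 3 or MFGRD replicate 2. In MCD it was 1 without MCD replicate 2, 3 or 4 and 2 without MCD replicate 1. The single fit called 2 in FCD and 4 in FFGRD, gene sums or library weights 1 and 2, the span slope as a covariate 0 and 4, and the replicate block 0 and 1. In MFGRD 4 of the 6 were tested, and all 4 had an unadjusted p-value below 0.05. By the authors' deposited table 5 of the 6 are altered in MFGRD against MFGR at an adjusted p-value below 0.05, and LRRFIP1 is not. That deposited fit differs from the paper's list for this comparison. It has 1246 transcripts altered where the list holds 1069, and 796 are in both. Adjusted over the list of Table 4 alone, 5 of the 6 were below 0.05 in MCD, 2 in FCD, 4 in MFGRD and 4 in FFGRD. No difference between the response of MFGR and the mean response of MC, FC and FFGR was called for any of the 6 (adjusted p = 1.00 for each). With 4 libraries a group this neither shows nor excludes a weaker response. The log2 difference was -2.38 for LIPE (standard error 1.48, unadjusted p = 0.119), -1.67 for DGAT2 (standard error 1.78) and -0.40 for THRSP (standard error 1.77). It was 0.31 for LRRFIP1 (standard error 0.49) and 0.96 for SPRED3 (standard error 0.90). The preadipocyte libraries of DGAT2 and THRSP and the differentiated libraries of SPRED3 hold at most a few reads. The differences for these genes therefore depend on the pseudocount. The paper proposes that these genes may account for the reduced differentiation of MFGR preadipocytes, a potential measured in an earlier study that is not analysed here.

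**Figure D3:**
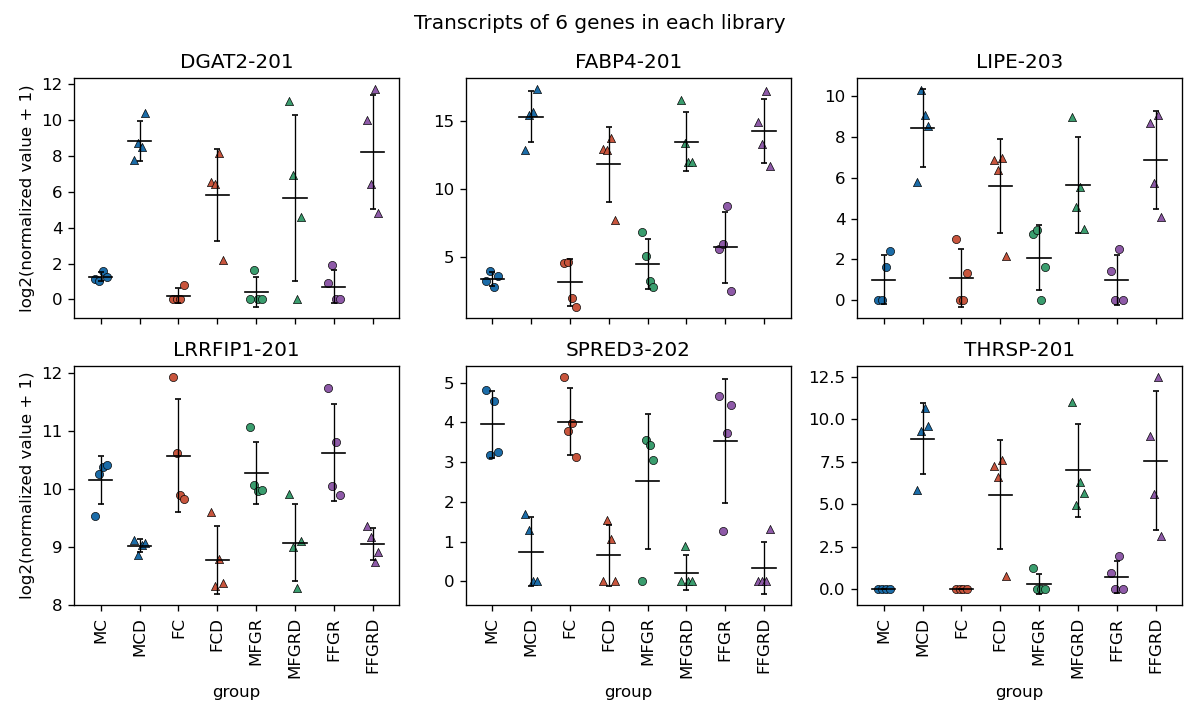
Normalized value on a log2(value + 1) axis (vertical) of 1 transcript of each of the 6 genes in each library of the 8 groups (horizontal), with circles for preadipocytes, triangles for differentiated adipocytes, a horizontal line for the mean of the 4 libraries and bars of 1 SD. FABP4-201 lies higher in 4 of 4 differentiated libraries of every group, and LRRFIP1-201 lower in 4 of 4.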

### 3.5 Pathway analysis

The pathway analysis demonstrated significant changes in pathways altered due to FGR and differentiation. 

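Pathway databases were not analysed here, and short lists of genes written from general knowledge stand for lipid pathways. The lists were tested in each of the 4 comparisons on sums over the transcripts of each gene with camera (preset correlation 0.01), whose p-values were adjusted over 16 tests, of which 8 are reported. The list for triglyceride synthesis (GPAM, GPAT3, GPAT4, AGPAT1, AGPAT2, AGPAT3, LPIN1, LPIN2, LPIN3, MOGAT1, MOGAT2, DGAT1 and DGAT2) was higher after differentiation in all 4 groups. Of its genes, AGPAT2 and DGAT1 are not named in the deposited data and were tested in no group, and DGAT2 was not tested in FCD. The paper states that 2 pathways of acylglycerol metabolism were downregulated, in a table that names the preadipocytes first. The adjusted p of the list was 6.98e-06 in MCD, 0.00237 in FCD, 0.0192 in MFGRD and 0.000129 in FFGRD, and the median log2 fold change of its genes was 1.53, 0.33, 0.74 and 1.92. Adjusted over the list alone, 5 of 10 genes tested passed in MCD, 2 of 9 in FCD, 4 of 10 in MFGRD and 5 of 10 in FFGRD, and adjusted over all genes 5, 0, 1 and 2 did. In MFGRD the call was lost with fry (adjusted p = 0.121), without the genes the paper names (adjusted p = 0.1) and with the replicate block (adjusted p = 0.196). With a correlation estimated from the data the list was called in no group. It was also lost in MFGRD without MFGR replicate 3 (adjusted p = 0.0534) and without MFGRD replicate 1 (0.618), 2 (0.172), 3 (0.157) or 4 (0.159).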

Notably, pathways involved in lipid metabolism, including the diacylglycerol metabolic pathway and acylglycerol‐O‐acetyl transferase activity pathways, were downregulated by following perirenal preadipocyte differentiation in all four groups (Table 5).

**TABLE 5:** Enlists the major pathways identified by the differential gene regulation. Orange color indicates common genes in all the study groups. Green color highlights the lipid metabolism pathways altered in control males and females following differentiation of preadipocytes. Pink color highlights the common pathways in males and females. Blue color highlights the lipid metabolism pathways upregulated in FFGR as compared to MFGR. Yellow color highlights the lipid metabolism pathways upregulated in MFGRs as compared to FFGR.

Direction	GSEA analysis: FC vs. FCD pathways	NES	Genes	Adj.Pval	
Down	GO:0015294 solute: cation symporter activity	−0.8762	13	7.00E‐03	Common in all four study groups
	GO:0016411 acylglycerol O‐acyltransferase activity	−0.9087	9	1.80E‐02	Lipid metabolism pathways different in control males vs. females
	GO:0032634 interleukin‐5 production	−0.9504	5	3.20E‐02	Pathways common in males and females
	GO:0032674 regulation of interleukin‐5 production	−0.9504	5	3.20E‐02	Lipid metabolism pathways different in FFGR as compared to MFGR
	GO:0046339 diacylglycerol metabolic process	−0.9044	8	3.20E‐02	Lipid metabolism pathways different in MFGR as compared to FFGR
	GO:0034383 low‐density lipoprotein particle clearance	−0.8983	8	3.90E‐02	
	GO:0016597 amino acid binding	−0.8959	8	3.90E‐02	
	GO:0038065 collagen‐activated signaling pathway	−0.9044	7	6.50E‐02	
	GO:0070391 response to lipoteichoic acid	−0.9266	5	8.40E‐02	
	GO:0071223 cellular response to lipoteichoic acid	−0.9266	5	8.40E‐02	
	GO:0015296 anion: cation symporter activity	−0.9125	6	1.00E‐01	
Up	Path:oas05150 Staphylococcus aureus infection	0.9127	10	7.60E‐04	
	GO:2000345 regulation of hepatocyte proliferation	0.9444	5	2.00E‐02	
	GO:0034104 negative regulation of tissue remodeling	0.9233	6	2.20E‐02	
	GO:0031954 positive regulation of protein autophosphorylation	0.8937	7	3.20E‐02	
	GO:0016327 apicolateral plasma membrane	0.9248	5	4.10E‐02	
	GO:0016339 calcium‐dependent cell–cell adhesion via plasma membrane cell adhesion molecules	0.9216	5	4.80E‐02	
	GO:0005614 interstitial matrix	0.9119	5	6.90E‐02	
	GO:0008009 chemokine activity	0.9104	5	7.10E‐02	
	GO:0017080 sodium channel regulator activity	0.8832	6	7.50E‐02	

Direction	GSEA analysis: FFGR vs. FFGRD Pathways	NES	Genes	adj.Pval
Down	Path:oas04923 Regulation of lipolysis in adipocytes	−0.8563	25	3.30E‐05
	GO:0046460 neutral lipid biosynthetic process	−0.849	17	1.10E‐03
	GO:0046463 acylglycerol biosynthetic process	−0.849	17	1.10E‐03
	GO:0016411 acylglycerol O‐acyltransferase activity	−0.9324	9	2.30E‐03

	GO:0019432 triglyceride biosynthetic process	−0.8555	13	1.10E‐02
	GO:0010226 response to lithium ion	−0.9469	5	2.70E‐02
	GO:0071285 cellular response to lithium ion	−0.9469	5	2.70E‐02
	GO:0046339 diacylglycerol metabolic process	−0.8986	8	2.80E‐02
	GO:0015296 anion: cation symporter activity	−0.9034	6	5.90E‐02
GO:0034383 low‐density lipoprotein particle clearance	−0.8672	8	7.50E‐02
Up	Path:oas05150 Staphylococcus aureus infection	0.8787	10	3.50E‐03
	GO:2000345 regulation of hepatocyte proliferation	0.962	5	4.20E‐03
	GO:0072574 hepatocyte proliferation	0.9009	7	2.40E‐02
	GO:0072575 epithelial cell proliferation involved in liver morphogenesis	0.9009	7	2.40E‐02
	GO:0042249 establishment of planar polarity of embryonic epithelium	0.8925	6	4.60E‐02
	GO:0090177 establishment of planar polarity involved in neural tube closure	0.8925	6	4.60E‐02
	GO:0090280 positive regulation of calcium ion import	0.891	6	4.80E‐02
	GO:0016339 calcium‐dependent cell–cell adhesion via plasma membrane cell adhesion molecules	0.9161	5	6.10E‐02
	GO:0048251 elastic fiber assembly	0.8693	6	8.40E‐02
	GO:0034104 negative regulation of tissue remodeling	0.8667	6	9.80E‐02

Direction	GSEA analysis: MC vs. MCD Pathways	NES	Genes	adj.Pval
Down	GO:0016411 acylglycerol O‐acyltransferase activity	−0.9478	9	3.10E‐04
	GO:0034383 low‐density lipoprotein particle clearance	−0.9419	8	1.10E‐03
	GO:0019433 triglyceride catabolic process	−0.9601	5	1.10E‐02
	GO:0046339 diacylglycerol metabolic process	−0.9	8	1.60E‐02
	GO:0010226 response to lithium ion	−0.944	5	2.50E‐02
	GO:0071285 cellular response to lithium ion	−0.944	5	2.50E‐02
	GO:0034114 regulation of heterotypic cell–cell adhesion	−0.8964	7	3.30E‐02
	GO:0034115 negative regulation of heterotypic cell–cell adhesion	−0.9339	5	5.90E‐02
	GO:0070587 regulation of cell–cell adhesion involved in gastrulation	−0.9339	5	5.90E‐02
	GO:0070586 cell–cell adhesion involved in gastrulation	−0.9057	6	6.00E‐02
	GO:0010889 regulation of sequestering of triglyceride	−0.9048	6	6.00E‐02
	GO:0045603 positive regulation of endothelial cell differentiation	−0.9174	5	7.40E‐02
	GO:0002178 palmitoyltransferase complex	−0.9134	5	8.20E‐02
	GO:0004806 triglyceride lipase activity	−0.9115	5	8.20E‐02
	GO:0006244 pyrimidine nucleotide catabolic process	−0.9057	5	9.30E‐02
Up	Path:oas05150 Staphylococcus aureus infection	0.9481	10	4.60E‐06
	GO:0034104 negative regulation of tissue remodeling	0.9601	6	5.20E‐04
	GO:0048251 elastic fiber assembly	0.9382	6	3.20E‐03
	GO:0060768 regulation of epithelial cell proliferation involved in prostate gland development	0.9458	5	7.80E‐03
	GO:0060346 bone trabecula formation	0.917	5	2.40E‐02

Direction	GSEA analysis: MFGR vs. MFGRD Pathways	NES	Genes	adj.Pval
Down	GO:0010226 response to lithium ion	−0.9723	5	1.10E‐02
	GO:0071285 cellular response to lithium ion	−0.9723	5	1.10E‐02
	GO:0016411 acylglycerol O‐acyltransferase activity	−0.9244	9	1.50E‐02
	GO:0098644 complex of collagen trimers	−0.8752	12	2.70E‐02
	GO:0046339 diacylglycerol metabolic process	−0.893	8	9.40E‐02
	GO:0060613 fat pad development	−0.9396	5	9.60E‐02
Up	Path:oas05150 Staphylococcus aureus infection	0.9019	10	5.10E‐03
	GO:0042379 chemokine receptor binding	0.8765	9	1.50E‐02
	GO:2000345 regulation of hepatocyte proliferation	0.9515	5	1.90E‐02
	GO:0072574 hepatocyte proliferation	0.9061	7	2.40E‐02
	GO:0072575 epithelial cell proliferation involved in liver morphogenesis	0.9061	7	2.40E‐02
	GO:0051797 regulation of hair follicle development	0.9034	7	2.70E‐02
	GO:0008009 chemokine activity	0.9356	5	4.30E‐02
	GO:0017080 sodium channel regulator activity	0.908	6	4.70E‐02
	GO:0070141 response to UV‐A	0.9303	5	5.00E‐02
	GO:0016327 apicolateral plasma membrane	0.9296	5	5.10E‐02
	GO:0021756 striatum development	0.8795	7	6.40E‐02
	GO:0048251 elastic fiber assembly	0.8917	6	8.10E‐02
	GO:0016339 calcium‐dependent cell–cell adhesion via plasma membrane cell adhesion molecules	0.9111	5	8.40E‐02
	GO:0031954 positive regulation of protein autophosphorylation	0.8697	7	8.40E‐02

To study the effect of sex, we compared pathways differentially regulated in MCs versus FCs following differentiation. We observed that several pathways related to lipid metabolisms, such as the triglyceride catabolic process, pathway related to the regulation of sequestering of triglycerides, palmitoyltransferase complex pathway, and triglyceride lipase activity pathway, were downregulated males following preadipocyte differentiation, which were absent in females (Table 5).

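The list for triglyceride storage (PLIN1, PLIN2, PLIN4, PLIN5, CIDEA, CIDEC, FITM1, FITM2, PPARG and BSCL2) was higher in MCD (adjusted p = 4.98e-07, median log2 fold change 3.13) and was not called in FCD (adjusted p = 0.0921, median 0.77). A difference between males and females in this list was not tested. Adjusted over the list alone, 6 of 8 storage genes passed in MCD and 1 of 6 in FCD, and adjusted over all genes 6 and 0 did. Without FCD replicate 4 the list was called in FCD (adjusted p = 0.00739).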

To study the effect of growth restriction in males and females, we compared the pathways altered in these two study groups. We observed that in FFGR, several pathways related to lipid metabolism were downregulated, which was not the case in MFGR. These pathways were regulation of lipolysis in adipocytes, neutral lipid biosynthetic process, acylglycerol biosynthetic process, triglyceride biosynthetic process, and low‐density lipoprotein particle clearance pathway. 

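In FFGRD the list for triglyceride storage was higher than in FFGR, with an adjusted p of 0.00145 and a median log2 fold change of 1.65. In MFGRD it was higher than in MFGR, with an adjusted p of 0.000696 and a median log2 fold change of 2.38. Adjusted over the list alone, 4 of 7 storage genes passed in FFGRD and 4 of 8 in MFGRD, and adjusted over all genes 2 and 3 did. In FFGRD the call was lost with fry (adjusted p = 0.0706) and without the genes the paper names (adjusted p = 0.129), and a correlation estimated from the data gave no call in either group. It was not called in MFGRD without MFGRD replicate 1 (adjusted p = 0.176) or in FFGRD without FFGRD replicate 3 (adjusted p = 0.295). A list written in advance is not the pathway of the same name, and these values do not cover the pathways of Table 5.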

The pathways that were differentially regulated in MFGR were related to lipid metabolism and fat pad development pathway (Table 5).

### 3.6 Comparison of genes altered with GWAS studies

We compared the genes known to have SNPs and determined if their expression levels were changed in current studies. To identify the genes with known SNPs in obesity, on the GWAS Catalog, we searched using the terms “obesity” and “Body Mass Index”. We identified 275 unique genes with known SNPs with obesity as a mapped trait (Table S15). Then, we compared our 21 common genes involved in preadipocyte differentiation with the observed SNPs and found that Lrrfip1 was common with the GWAS‐identified list of genes. However, we did not examine the presence of SNPs in the current study.

## 4 DISCUSSION

FGR is an important risk factor in metabolic syndrome, including obesity in adult life (Hales & Barker, 2001; Ozanne et al., 2004). Importantly, growth‐restricted fetuses show a sexually dimorphic risk of obesity development (Dearden et al., 2018). Studies demonstrate that female growth‐restricted newborns are more prone to develop obesity as compared to male growth‐restricted newborns (Dearden et al., 2018). The mechanisms are not known, however.

The current study is a continuation of our ongoing exploration of the “fetal programming of obesity” in response to maternal stress leading to FGR. In our previous report, we demonstrated a sexually dimorphic gene expression in the perirenal adipose tissue in male and female growth‐restricted fetuses as compared to those from normal weight control (Blomberg et al., 2023). Also, we demonstrated that the cellular density was significantly lower in MFGR compared to all other groups. Importantly, there was no difference in the adipocyte size or triglyceride accumulation (Blomberg et al., 2023). Similarly, there was a significant difference between males and females on different premature versus mature adipocyte markers following growth restriction (Blomberg et al., 2023). MFGR demonstrated upregulation of mature adipocyte markers as compared to FFGR. Furthermore, the differentiation ability of perirenal preadipocytes from MFGR was significantly reduced compared to those from MCs, FCs, and growth‐restricted females (Blomberg et al., 2023). Thus, there appears to be genetic programming that reduces the risk of growth‐restricted males from developing obesity compared to growth‐restricted females. In the current study, we observed that with the differentiation of preadipocytes to mature adipocytes, FGR females have similar changes in gene expression to those of control animals and those shown by other studies on mice and humans (Table 4). However, several of these genes were not altered in MFGR with differentiation of preadipocytes to adipocytes.

The 6 genes (Dgat2, Fabp4, Lipe, Lrrfip1, Spred3, and Thrsp), which were not altered in MFGR as compared to all other study groups, could be responsible for this reduction in the differentiation potential of preadipocytes from MFGR, which may be responsible for the reduced incidence of obesity compared to FFGR. In particular, FABP4 was not altered in MFGR, which has been shown to increase significantly with preadipocyte differentiation and adipogenesis (Ramirez et al., 2020; Wang et al., 2018). Similarly, Dgat2 (diacylglycerol O‐acyltransferase 2), which regulates the synthesis of triacylglycerols, was not altered in MFGR. 

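DGAT2-201 (ENSOART00020008478, chromosome 15, 58341633 to 58359820) lay at or below 2.15 in the 4 MFGR libraries, which is at or below the value of 3 reads. In MFGRD it was 2130, 122.2, 0 and 23.28, at least 12.6-fold higher and above every MFGR library in 3 of 4 libraries (exact permutation test on log2 values, two-sided, p = 0.143). This bound was 3.61-fold without MFGRD replicate 1 and 46.5-fold without MFGRD replicate 3. It reached a value of 10 in too few libraries to be tested with limma in MFGRD and FCD. The sum over its 2 transcripts was called in MFGRD (log2 fold change 6.42, standard error 1.31, adjusted p = 0.0362). In the authors' deposited table its fold change in MFGRD is 1076 (adjusted p = 2.02e-06). In MCD the transcript was at least 101-fold higher (adjusted p = 0.00171, higher in 4 of 4 libraries). In FCD it was at least 13.4-fold higher (exact permutation p = 0.0286, higher in 4 of 4 libraries), with 7.84-fold without FCD replicate 3 and 31.1-fold without FCD replicate 4. In FFGRD it was at least 76.6-fold higher (adjusted p = 0.0667, higher in 4 of 4 libraries), with 34.4-fold without FFGRD replicate 3 and 169-fold without FFGRD replicate 4. It was called there as a gene sum (adjusted p = 0.0417), with all 8 groups in a single fit, with the span slope as a covariate and with library weights.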

Studies have shown that Dgat2 during preadipocyte differentiation promotes lipid droplet formation, triglyceride content, and expression of other adipogenesis genes (Guo et al., 2023). Another important gene, which was not differentially altered in MFGR perirenal tissue, was the hormone‐sensitive lipase gene LIPE. This gene is known to play a sexually dimorphic role in obesity (Jocken et al., 2008; Roepstorff et al., 2006) and may play a role in reducing the risk of obesity in growth‐restricted males as compared to females. 

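LIPE-203 (ENSOART00020030288, chromosome 14, 54061580 to 54072858) had values of 8.361, 9.764, 0 and 2.113 in MFGR and 501.5, 22.63, 45.67 and 10.34 in MFGRD. Its log2 fold change of 3.57 (standard error 1.30, adjusted p = 0.275, higher in 4 of 4 libraries) was called under no setting, whereas the authors' deposited table gives a fold change of 28.28 (adjusted p = 0.00811). In MCD it averaged 564 ± 516 (SD, n = 4) and had a log2 fold change of 7.44 (standard error 1.03, adjusted p = 0.0116, higher in 4 of 4 libraries). In FFGRD it had a log2 fold change of 5.91 (standard error 1.26, adjusted p = 0.0812, higher in 4 of 4 libraries) and was called with all 8 groups in a single fit and with the span slope as a covariate. It was not tested in FCD, where it had values of 115.2, 82.08, 124.7 and 3.523 (log2 difference 4.52, exact permutation p = 0.0571). The response in MFGR was lower than in MC by a log2 difference of -3.87 (standard error 1.72, unadjusted p = 0.040, adjusted p = 0.984).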

Another important gene that could provide immunity to MFGR from the future development of obesity is LRRFIP1. This gene was altered in all groups except MFGR perirenal preadipocytes, which shows limited differentiation potential. 

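LRRFIP1-201 (ENSOART00020003237, chromosome 1, 3309913 to 3468648) averaged 1306 ± 560 (SD, n = 4) in MFGR and 582 ± 272 (SD, n = 4) in MFGRD. It was lower in all 4 differentiated libraries than in all 4 preadipocyte libraries of every group (exact permutation p = 0.0286 in each). Its log2 fold change was -1.13 in MCD (standard error 0.25, adjusted p = 0.0509), -1.80 in FCD (standard error 0.52, adjusted p = 0.293), -1.20 in MFGRD (standard error 0.40, adjusted p = 0.233) and -1.58 in FFGRD (standard error 0.43, adjusted p = 0.1497). None of the 4 was a call in these fits. In MCD it was called with quantile normalization, with the filter of 20 CPM (in at least 3 libraries), without MC replicate 1 (-1.33) and without MCD replicate 1 (-1.16). With all 8 groups in a single fit it was called in FCD and FFGRD, and with the span slope as a covariate in MFGRD and FFGRD. With the replicate block or library weights it was called in MFGRD. The difference in response between MFGR and MC was -0.07 (standard error 0.48, adjusted p = 0.993). In the authors' deposited table its fold change is -2.247 in MFGRD (adjusted p = 0.108) and -2.245 in MCD (adjusted p = 0.0918), -3.928 in FCD (adjusted p = 0.00106) and -3.371 in FFGRD (adjusted p = 0.00232).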

A GWAS study demonstrated that a single‐nucleotide polymorphism (SNP) in the LRRFIP1 gene was associated with abdominal adiposity (Plourde et al., 2013). We also observed that SPRED3 (Sprouty‐related EVH1‐domain‐containing protein gene, downregulated in FFGR, was not altered in MFGR preadipocytes following differentiation. 

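SPRED3-202 (ENSOART00020026360, chromosome 14, 51083870 to 51089416) was too low to be tested with limma in any of the 4 differentiation comparisons. In FFGR its values were 24.19, 1.41, 12.36 and 20.78, and in FFGRD 0, 0, 0 and 1.511 (log2 difference -3.20, exact permutation p = 0.0571). In MFGR its values were 0, 10.81, 9.833 and 7.351, and in MFGRD 0, 0.8416, 0 and 0 (log2 difference -2.30, exact permutation p = 0.143), and the authors' deposited table gives a fold change of -22.71 (adjusted p = 0.0295). In controls it was lower in all 4 differentiated libraries than in all 4 preadipocyte libraries (exact permutation p = 0.0286 in males and in females), and the gene sum was called in MCD (log2 fold change -3.13, standard error 0.71, adjusted p = 0.0279). The differentiated libraries of all 4 groups lay at or below 2.231.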

Studies have shown that SPRED gene knockout increases weight gain and obesity (Ohkura et al., 2019). Additionally, the Thrsp gene is upregulated in all groups except MFGR and is known to induce lipogenesis and diet‐induced obesity (Anderson et al., 2009). 

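THRSP-201 (ENSOART00020039566, chromosome 21, 19671473 to 19671916) was listed at 0 in 3 of the 4 MFGR libraries and at 1.347 in the other. In MFGRD its values were 2103, 30.26, 76.83 and 49.85, at least 31.9-fold higher (adjusted p = 0.053, higher in 4 of 4 libraries). Without MFGRD replicate 1 the bound was 12.5-fold and without MFGRD replicate 2 it was 50.8-fold. The deposited table of the authors gives a fold change of 1270 in MFGRD (adjusted p = 9.54e-06). The gene was called in MFGRD as a gene sum (adjusted p = 0.0242), with all 8 groups in a single fit, with the replicate block, with the span slope as a covariate and with library weights. In MC and FC it was listed at 0 in all 4 libraries. Its values were 55.56, 639.6, 1599 and 788.4 in MCD (adjusted p = 0.00521) and 150.6, 94.44, 191 and 0.7243 in FCD, where it was not tested (exact permutation p = 0.0286). In FFGRD its values were 507.3, 48.31, 5754 and 7.699 and it was not tested (log2 difference 6.83, exact permutation p = 0.0286). The difference in response between MFGR and MC was -2.17 (standard error 1.67, adjusted p = 0.984). It depends on the pseudocount, since the preadipocyte libraries lay at or near 0.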

Overall, there appears to be programming in growth‐restricted male fetuses that prevent the development of obesity in adulthood. These genes also provide valid targets for reducing obesity.

In this study, we used ambient hyperthermia to produce placental insufficiency and restrict in‐utero fetal growth as described previously (Blomberg et al., 2023). The ambient hyperthermia model is based on the observation that lambs born in the summer have lower birth weights and higher mortality rates than lambs born in cooler seasons (Heinzen et al., 2023). We have shown that ambient hyperthermia to 40°C (104° Fahrenheit) produced significant FGR in males and females (Blomberg et al., 2023). Of note, despite significant FGR and reduction in body weight, the relative perirenal fat content to body weight was maintained in these animals (Blomberg et al., 2023). Also, the fetal mortality following ambient hyperthermia was ~20%. In this model of FGR, we exposed pregnant ewes to elevated ambient temperatures (40°C for 12 h; 35°C for 12 h; dew point 22°C) from 38 ± 1 to 87 ± 1 days of gestation (total gestation in sheep is ~145 days). Control fetuses are from ewes maintained at 22 ± 1°C and pair‐fed to the hyperthermic ewe group's average ad libitum feed intake. Thus, the FGR effect observed is not because of low food intake. All ewes are given ad libitum access to water and salt. Exposure to warm ambient temperatures during mid‐gestation diverts a significant amount of cardiac output towards the skin and creates a model of placental insufficiency, which leads to fetuses with substantial growth restriction in the near term (Bell et al., 1987; Chen et al., 2010; Galan et al., 1999; Leos et al., 2010; Limesand & Rozance, 2017; Regnault et al., 2002). Terminal studies show that reductions in placental mass precede declines in fetal weight (Limesand & Rozance, 2017; Macko et al., 2013). From this model, we know that progressive FGR is a causal outcome of placental insufficiency, and the most substantial reductions in fetal growth occur during the last third of gestation when the fetal growth rate is at its highest (Bell et al., 1987). The physiological characteristics of this FGR fetal sheep model parallel those reported for human FGR fetuses and other sheep models of placental restriction (Charlton & Johengen, 1985; Robinson et al., 1979; Wallace et al., 2005), which indicates they are common for placental insufficiency and not imposed by heat stress directly. Furthermore, in this reliable sheep model of placental insufficiency‐induced FGR, the development and progression of growth restriction parallel observations for human FGR fetuses, which is rarely diagnosed before 24 weeks of gestation (Ferrazzi et al., 2002). Currently, the causes of differential programming of genes in males and females are unknown. However, recent studies suggest that placental efficiency is crucial in mediating these sex‐specific developmental outcomes (Clifton, 2010; Eriksson et al., 2010). However, we did not observe any changes in the placental weights between the placenta associated with male and FFGR. However, there may be changes at molecular levels, which requires further investigation.

Irrespective of the animal model used, our detailed analysis demonstrated a group of 21 genes (14 upregulated and 7 downregulated in all groups) differentially regulated in the three species (mouse, human, and sheep), both sexes, three different age groups (embryonic, fetal, and adult), and adipose tissues from different sites (pancreatic, subcutaneous inguinal, and perirenal) in untreated controls. Of note, FABP4 showed a maximum increase of more than 500‐fold following differentiation. 

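On the log2(value + 1) scale the rise of FABP4-201 was 3916-fold in MCD, 415-fold in FCD, 506-fold in MFGRD and 385-fold in FFGRD. The largest rises differed by group. By the rule used here, which ranks called transcripts only, they were FABP4-201 in MCD, ZBTB16-201 in FCD and FFGRD, and COL1A2-201, listed at 0 in MFGR, in MFGRD. FABP4-201 was not called in FCD or FFGRD and is not ranked there. The rise of ZBTB16-201 in FCD has a lower bound only, at least 249-fold, which is below the 415-fold of FABP4-201. The call of COL1A2-201 does not extend to the sum over the transcripts of its gene.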

FABP4 knockout mice and other studies have demonstrated its important role in adipogenesis and insulin resistance (Syamsunarno et al., 2014). However, there are other isoforms of this Fatty acid‐binding protein, which makes this gene dispensable in the case of knockout mice (Makkar et al., 2014). Similarly, genes such as Ascl1, Cebpa, Plin, Lipe, and adipoq, known markers of mature adipocytes, were significantly upregulated following the differentiation of preadipocytes to mature adipocytes. Furthermore, on examining the common 21 genes (Table 4) with known SNPs associated with obesity in the GWAS (Table S15). 

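CEBPA-201 (ENSOART00020017842, chromosome 14, 46634838 to 46635925) rose from 20.4 ± 8.11 (SD, n = 4) in MC to 902 ± 492 (SD, n = 4) in MCD, a log2 fold change of 5.15 (standard error 0.645, adjusted p = 0.00884, higher in 4 of 4 libraries). It rose by a log2 of 2.69 in FCD (adjusted p = 0.327, above every FC library in 3 of 4 libraries), 4.14 in MFGRD (adjusted p = 0.116, 4 of 4) and 4.10 in FFGRD (adjusted p = 0.077, 4 of 4). With the replicate block, taken by correlation alone to pair MFGR with MFGRD, CEBPA-201 was called in MFGRD. PLIN1-202 (ENSOART00020019396, chromosome 18, 18508861 to 18520637) rose from 22.5 ± 7.65 (SD, n = 4) in MC to 1940 ± 1216 (SD, n = 4) in MCD, a log2 fold change of 6.20 (standard error 0.53, adjusted p = 0.00217, higher in 4 of 4 libraries). It rose by a log2 of 4.14 in FCD (adjusted p = 0.583, above every FC library in 3 of 4 libraries), 4.18 in MFGRD (adjusted p = 0.105, 4 of 4) and 7.39 in FFGRD (adjusted p = 0.0903, 4 of 4).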

We observed that Lrrfip1 is common in both GWAS and the set of genes differentially regulated in humans, mice, and sheep. Although the GWAS study showed the association of Lrrfip1 with adiposity, its role, and mechanism in preadipocyte differentiation require further investigation.

## 5 CONCLUSION

The present study demonstrates that with growth restriction, preadipocytes in male fetuses are differentially programmed than in female fetuses, which may be responsible for the lower incidence of obesity observed in males than in females. Specifically, the present study demonstrates that six genes (Dgat2, Fabp4, Lipe, Lrrfip1, Spred3, and Thrsp) were regulated in a sexually dimorphic manner in males as compared to females. These genes may be responsible for reduced differentiation potential and obesity in FGR males compared to FGR females. 

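The response to differentiation was tested between growth-restricted males and females for each of these genes over 16 libraries. The log2 difference, males minus females, was -2.29 for DGAT2-201 (standard error 2.67), 0.39 for FABP4-201 (standard error 2.06), -2.34 for LIPE-203 (standard error 1.87), 0.38 for LRRFIP1-201 (standard error 0.60), 0.90 for SPRED3-202 (standard error 1.34) and -0.15 for THRSP-201 (standard error 2.36). None was called, with an adjusted p of 1.00 for each and a lowest unadjusted p of 0.230, for LIPE-203. The differences for DGAT2-201, THRSP-201 and SPRED3-202 depend on the pseudocount, as 1 stage of each holds at most a few reads. The direction of the difference reversed with the span slope as a covariate for FABP4-201 (-0.44) and with quantile normalization (0.29), a pseudocount of 0.1 (0.56) or library weights (0.70) for THRSP-201. It also reversed for both when 1 library was left out, from -0.64 to 1.47 for FABP4-201 and from -1.62 to 1.50 for THRSP-201.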

Another important finding of the present study is that Lrrfip1, associated with obesity, was upregulated with FGR and requires further investigation. 

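The growth-restricted and control groups were compared within each sex and stage for LRRFIP1-201. Preadipocytes averaged 1166 ± 289 (SD, n = 4) in MC, 1834 ± 1413 (SD, n = 4) in FC and 1806 ± 1135 (SD, n = 4) in FFGR, and differentiated adipocytes 519 ± 40.0 (SD, n = 4) in MCD, 467 ± 214 (SD, n = 4) in FCD and 536 ± 102 (SD, n = 4) in FFGRD. The log2 fold change with growth restriction was 0.12 in male preadipocytes (standard error 0.33, adjusted p = 0.997) and 0.06 in female preadipocytes (standard error 0.59, adjusted p = 1.00). It was 0.05 in male adipocytes (standard error 0.35) and 0.28 in female adipocytes (standard error 0.34). The exact permutation p-values of these 4 comparisons were 0.7143, 0.8286, 0.8286 and 0.4286. In male preadipocytes the direction reversed with gene sums (-0.14), the span slope as a covariate (-0.04) or library weights (-0.04), and in male adipocytes with gene sums (-0.15) or library weights (-0.20). In female preadipocytes it reversed with gene sums (-0.06). Leaving out 1 library gave values from -0.14 to 0.23 in male preadipocytes, -0.31 to 0.51 in female preadipocytes and -0.22 to 0.32 in male adipocytes. In the authors' deposited table the fold change is 1.121 in male preadipocytes and -1.015 in female preadipocytes (adjusted p = 1.0 for both). The paper states that Lrrfip1 was upregulated with fetal growth restriction.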

The present study also provides a set of genes involved in differentiation, common in several species, age groups, and preadipocytes from different sites. The molecular mechanisms or pathways these genes are involved in are currently unknown and shall be investigated.

## AUTHOR CONTRIBUTIONS

MG—Data analysis and drafting the manuscript; RILR—Obtaining tissue from sheep and preadipocyte isolation; SWL—Creating placental insufficiency model and sheep surgeries; RG—conceived the idea, supervised the research, drawing conclusions, and final manuscript preparation.

## FUNDING INFORMATION

Support was provided by the 2021 University of Arizona Office for Research, Innovation and Impact Core Facilities Pilot Program and National Institute of Health Grant Award 5R03HD108425 to RG.

## ETHICS STATEMENT

All the studies were conducted in accordance with NIH, USDA, and AAALAS guidelines and with the approval of the Institutional Animal Care and Use Committee (IACUC) of the University of Arizona.

## Supporting information

Figure S1.

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

Table S6.

Table S7.

Table S8.

**Table S9.**.

Table S10.

Table S11.

Table S12.

Table S13.

Table S14.

Table S15.

## References

[phy270143-bib-0001] Anderson, G. W. , Zhu, Q. , Metkowski, J. , Stack, M. J. , Gopinath, S. , & Mariash, C. N. (2009). The Thrsp null mouse (Thrsp(tm1cnm)) and diet‐induced obesity. Molecular and Cellular Endocrinology, 302(1), 99–107. 10.1016/j.mce.2009.01.005 19356628 PMC2671690

[phy270143-bib-0002] Bell, A. W. , Wilkening, R. B. , & Meschia, G. (1987). Some aspects of placental function in chronically heat‐stressed ewes. Journal of Developmental Physiology, 9(1), 17–29.3559063

[phy270143-bib-0003] Blomberg, J. , Luna Ramirez, R. I. , Goyal, D. , Limesand, S. W. , & Goyal, R. (2023). Sexual dimorphic gene expression profile of perirenal adipose tissue in ovine fetuses with growth restriction. Frontiers in Physiology, 14, 1179288. 10.3389/fphys.2023.1179288 37601643 PMC10437077

[phy270143-bib-0004] Charlton, V. , & Johengen, M. (1985). Effects of intrauterine nutritional supplementation on fetal growth retardation. Biology of the Neonate, 48(3), 125–142. 10.1159/000242164 3931703

[phy270143-bib-0005] Chen, X. , Fahy, A. L. , Green, A. S. , Anderson, M. J. , Rhoads, R. P. , & Limesand, S. W. (2010). beta2‐adrenergic receptor desensitization in perirenal adipose tissue in fetuses and lambs with placental insufficiency‐induced intrauterine growth restriction. The Journal of Physiology, 588, 3539–3549. 10.1113/jphysiol.2010.192310 20643771 PMC2988517

[phy270143-bib-0006] Clifton, V. L. (2010). Review: Sex and the human placenta: Mediating differential strategies of fetal growth and survival. Placenta, 31, S33–S39. 10.1016/j.placenta.2009.11.010 20004469

[phy270143-bib-0007] Crume, T. L. , Scherzinger, A. , Stamm, E. , McDuffie, R. , Bischoff, K. J. , Hamman, R. F. , & Dabelea, D. (2014). The long‐term impact of intrauterine growth restriction in a diverse U.S. cohort of children: The EPOCH study. Obesity (Silver Spring), 22(2), 608–615. 10.1002/oby.20565 23836432 PMC4437590

[phy270143-bib-0008] de Onis, M. , Blossner, M. , & Villar, J. (1998). Levels and patterns of intrauterine growth retardation in developing countries. European Journal of Clinical Nutrition, 52(1), S5–S15. PubMed PMID: 9511014.9511014

[phy270143-bib-0009] Dearden, L. , Bouret, S. G. , & Ozanne, S. E. (2018). Sex and gender differences in developmental programming of metabolism. Molecular Metabolism, 15, 8–19. 10.1016/j.molmet.2018.04.007 29773464 PMC6066743

[phy270143-bib-0010] Eriksson, J. G. , Kajantie, E. , Osmond, C. , Thornburg, K. , & Barker, D. J. (2010). Boys live dangerously in the womb. American Journal of Human Biology, 22(3), 330–335. 10.1002/ajhb.20995 19844898 PMC3923652

[phy270143-bib-0011] Ferrazzi, E. , Bozzo, M. , Rigano, S. , Bellotti, M. , Morabito, A. , Pardi, G. , Battaglia, F. C. , & Galan, H. L. (2002). Temporal sequence of abnormal Doppler changes in the peripheral and central circulatory systems of the severely growth‐restricted fetus. Ultrasound in Obstetrics & Gynecology, 19(2), 140–146. 10.1046/j.0960-7692.2002.00627.x 11876805

[phy270143-bib-0012] Galan, H. L. , Hussey, M. J. , Barbera, A. , Ferrazzi, E. , Chung, M. , Hobbins, J. C. , & Battaglia, F. C. (1999). Relationship of fetal growth to duration of heat stress in an ovine model of placental insufficiency. American Journal of Obstetrics and Gynecology, 180(5), 1278–1282. 10.1016/s0002-9378(99)70629-0 10329890

[phy270143-bib-0013] Ge, S. X. , Son, E. W. , & Yao, R. (2018). iDEP: An integrated web application for differential expression and pathway analysis of RNA‐Seq data. BMC Bioinformatics, 19(1), 534. 10.1186/s12859-018-2486-6 30567491 PMC6299935

[phy270143-bib-0014] Goyal, R. , & Longo, L. (2013). Maternal protein deprivation: Sexually dimorphic programming of hypertension in the mouse. Hypertension Research, 36(1), 29–35. 10.1038/hr.2012.129 PubMed PMID: 22932874.22932874

[phy270143-bib-0015] Goyal, R. , Van‐Wickle, J. , Goyal, D. , & Longo, L. (2015). Antenatal maternal low protein diet: ACE‐2 in the mouse lung and sexually dimorphic programming of hypertension. BMC Physiology, 15(1), 2. 10.1186/s12899-015-0016-6 PubMed PMID: 25971747.25971747 PMC4430899

[phy270143-bib-0016] Guo, P. P. , Jin, X. , Zhang, J. F. , Li, Q. , Yan, C. G. , & Li, X. Z. (2023). Overexpression of DGAT2 regulates the differentiation of bovine Preadipocytes. Animals (Basel), 13(7), 1–19. 10.3390/ani13071195 PMID: 37048451.PMC1009376237048451

[phy270143-bib-0017] Hales, C. N. , & Barker, D. J. (2001). The thrifty phenotype hypothesis. British Medical Bulletin, 60, 5–20. PubMed PMID: 11809615.11809615 10.1093/bmb/60.1.5

[phy270143-bib-0018] Hanson, M. A. , & Gluckman, P. D. (2008). Developmental origins of health and disease: New insights. Basic Clinical and Pharmacol Toxicology, 102(2), 90–93. 10.1111/j.1742-7843.2007.00186.x PubMed PMID: 18226060.18226060

[phy270143-bib-0019] Heinzen, B. C. , Weber, S. H. , Maia, D. , & Sotomaior, C. S. (2023). Productive performance of lambs born in different seasons of the year. Open Vet J, 13(7), 932–941. 10.5455/OVJ.2023.v13.i7.13 37614728 PMC10443829

[phy270143-bib-0020] Jocken, J. W. , Blaak, E. E. , van der Kallen, C. J. , van Baak, M. A. , & Saris, W. H. (2008). Blunted beta‐adrenoceptor‐mediated fat oxidation in overweight subjects: A role for the hormone‐sensitive lipase gene. Metabolism, 57(3), 326–332. 10.1016/j.metabol.2007.10.006 PubMed PMID: 18249203.18249203

[phy270143-bib-0021] Kanehisa, M. , & Goto, S. (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Research, 28(1), 27–30. 10.1093/nar/28.1.27 10592173 PMC102409

[phy270143-bib-0022] Kulenkampff, E. , & Wolfrum, C. (2019). Proliferation of nutrition sensing preadipocytes upon short term HFD feeding. Adipocytes, 8(1), 16–25. 10.1080/21623945.2018.1521229 PMC676827830269635

[phy270143-bib-0023] Leos, R. A. , Anderson, M. J. , Chen, X. , Pugmire, J. , Anderson, K. A. , & Limesand, S. W. (2010). Chronic exposure to elevated norepinephrine suppresses insulin secretion in fetal sheep with placental insufficiency and intrauterine growth restriction. American Journal of Physiology Endocrinology and Metabolism, 298(4), E770–E778. 10.1152/ajpendo.00494.2009 20086198 PMC2853210

[phy270143-bib-0024] Limesand, S. W. , & Rozance, P. J. (2017). Fetal adaptations in insulin secretion result from high catecholamines during placental insufficiency. The Journal of Physiology, 595(15), 5103–5113. 10.1113/JP273324 28194805 PMC5538202

[phy270143-bib-0025] Luo, W. , Friedman, M. S. , Shedden, K. , Hankenson, K. D. , & Woolf, P. J. (2009). GAGE: Generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics, 10, 161. 10.1186/1471-2105-10-161 19473525 PMC2696452

[phy270143-bib-0026] Macko, A. R. , Yates, D. T. , Chen, X. , Green, A. S. , Kelly, A. C. , Brown, L. D. , & Limesand, S. W. (2013). Elevated plasma norepinephrine inhibits insulin secretion, but adrenergic blockade reveals enhanced beta‐cell responsiveness in an ovine model of placental insufficiency at 0.7 of gestation. Journal of Developmental Origins of Health and Disease, 4(5), 402–410. 10.1017/S2040174413000093 24358443 PMC3864835

[phy270143-bib-0027] Makkar, A. , Mishima, T. , Chang, G. , Scifres, C. , & Sadovsky, Y. (2014). Fatty acid binding protein‐4 is expressed in the mouse placental labyrinth, yet is dispensable for placental triglyceride accumulation and fetal growth. Placenta, 35(10), 802–807. 10.1016/j.placenta.2014.07.008 25096952 PMC4170794

[phy270143-bib-0028] Ohkura, T. , Yoshimura, T. , Fujisawa, M. , Ohara, T. , Marutani, R. , Usami, K. , & Matsukawa, A. (2019). Spred2 regulates high fat diet‐induced adipose tissue inflammation, and metabolic abnormalities in mice. Frontiers in Immunology, 10, 17. 10.3389/fimmu.2019.00017 30723473 PMC6349710

[phy270143-bib-0029] Ozanne, S. E. , Fernandez‐Twinn, D. , & Hales, C. N. (2004). Fetal growth and adult diseases. Seminars in Perinatology, 28(1), 81–87. Epub 2004/04/03. 10.1053/j.semperi.2003.10.015 15058905

[phy270143-bib-0030] Patro, R. , Duggal, G. , Love, M. I. , Irizarry, R. A. , & Kingsford, C. (2017). Salmon provides fast and bias‐aware quantification of transcript expression. Nature Methods, 14(4), 417–419. 10.1038/nmeth.4197 28263959 PMC5600148

[phy270143-bib-0031] Plourde, M. , Vohl, M. C. , Bellis, C. , Carless, M. , Dyer, T. , Dolley, G. , Marette, A. , Despres, J. P. , Bouchard, C. , Blangero, J. , & Perusse, L. (2013). A variant in the LRRFIP1 gene is associated with adiposity and inflammation. Obesity (Silver Spring), 21(1), 185–192. 10.1002/oby.20242 23505185

[phy270143-bib-0032] Ramirez, A. K. , Dankel, S. N. , Rastegarpanah, B. , Cai, W. , Xue, R. , Crovella, M. , Tseng, Y. H. , Kahn, C. R. , & Kasif, S. (2020). Single‐cell transcriptional networks in differentiating preadipocytes suggest drivers associated with tissue heterogeneity. Nature Communications, 11, 2117. 10.1038/s41467-020-16019-9. PubMed PMID: 32355218; PMCID: PMC7192917.PMC719291732355218

[phy270143-bib-0033] Reece, E. (2008). Perspectives on obesity, pregnancy and birth outcomes in the United States: The scope of the problem. American Journal of Obstetrics and Gynecology, 198(1), 23–27. 10.1016/j.ajog.2007.06.076 PubMed PMID: 18166298.18166298

[phy270143-bib-0034] Regnault, T. R. , Orbus, R. J. , de Vrijer, B. , Davidsen, M. L. , Galan, H. L. , Wilkening, R. B. , & Anthony, R. V. (2002). Placental expression of VEGF, PlGF and their receptors in a model of placental insufficiency‐intrauterine growth restriction (PI‐IUGR). Placenta, 23(2–3), 132–144. Epub 2002/04/12. 10.1053/plac.2001.0757 11945079

[phy270143-bib-0035] Robinson, J. S. , Kingston, E. J. , Jones, C. T. , & Thorburn, G. D. (1979). Studies on experimental growth retardation in sheep. The effect of removal of a endometrial caruncles on fetal size and metabolism. Journal of Developmental Physiology, 1(5), 379–398. Epub 1979/10/01.45373

[phy270143-bib-0036] Roepstorff, C. , Donsmark, M. , Thiele, M. , Vistisen, B. , Stewart, G. , Vissing, K. , Schjerling, P. , Hardie, D. G. , Galbo, H. , & Kiens, B. (2006). Sex differences in hormone‐sensitive lipase expression, activity, and phosphorylation in skeletal muscle at rest and during exercise. American Journal of Physiology. Endocrinology and Metabolism, 291(5), E1106–E1114. 10.1152/ajpendo.00097.2006 16822962

[phy270143-bib-0037] Subramanian, A. , Tamayo, P. , Mootha, V. K. , Mukherjee, S. , Ebert, B. L. , Gillette, M. A. , Paulovich, A. , Pomeroy, S. L. , Golub, T. R. , Lander, E. S. , & Mesirov, J. P. (2005). Gene set enrichment analysis: A knowledge‐based approach for interpreting genome‐wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America, 102(43), 15545–15550. 10.1073/pnas.0506580102 16199517 PMC1239896

[phy270143-bib-0038] Syamsunarno, M. R. , Iso, T. , Yamaguchi, A. , Hanaoka, H. , Putri, M. , Obokata, M. , Sunaga, H. , Koitabashi, N. , Matsui, H. , Maeda, K. , Endo, K. , Tsushima, Y. , Yokoyama, T. , & Kurabayashi, M. (2014). Fatty acid binding protein 4 and 5 play a crucial role in thermogenesis under the conditions of fasting and cold stress. PLoS One, 9(6), es90825. 10.1371/journal.pone.0090825 PMC394624224603714

[phy270143-bib-0039] Wallace, J. M. , Regnault, T. R. , Limesand, S. W. , Hay, W. W., Jr. , & Anthony, R. V. (2005). Investigating the causes of low birth weight in contrasting ovine paradigms. The Journal of Physiology, 565, 19–26. 10.1113/jphysiol.2004.082032 15774527 PMC1464509

[phy270143-bib-0040] Wang, S. , Zhang, Y. , Xu, Q. , Yuan, X. , Dai, W. , Shen, X. , Wang, Z. , Chang, G. , Wang, Z. , & Chen, G. (2018). The differentiation of preadipocytes and gene expression related to adipogenesis in ducks (Anas platyrhynchos). PLoS One, 13, e0196371. 10.1371/journal.pone.0196371 29771917 PMC5957414

How the deposited data were processed for this re-analysis (not part of the article)

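The data are one deposited table of RNA-seq values from 32 libraries, 4 from each of the 8 groups that sex, growth restriction and stage of differentiation define. The libraries were assigned to groups by the column names and the deposited sample descriptions, and no library was assigned, left out or regrouped by a measured value, apart from the settings that leave out each library in turn. The authors discarded reads with an average Phred score below 34, quantified transcripts with Salmon against the Ensembl annotation of Oar_rambouillet_v1.0 and normalized the read counts with DESeq2 over all 32 libraries. The signal value deposited for each transcript and library is the result of this, in normalized reads. The low values of a library lie near multiples of 1 step that differs between transcripts, which shows that the authors also divided by a factor specific to the transcript, such as its average length. The deposited signal of each group is the mean that the authors took of its 4 libraries (largest gap 0). The fold change columns hold a signed score deposited by the authors, the fold change of their DESeq2 fit with a minus for a decrease, which is not the plain ratio of the deposited group means and is finite where a group is listed at 0. The p-value and adjusted p-value columns come from the authors' own DESeq2 fit and were deposited with the table. These comparison columns were read only for the values given as those of the authors' deposited table.

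The table lists 35219 transcripts of 21271 genes, of which 8509 transcripts carry no gene name and 3843 are listed at 0 throughout. The normalized values of a library sum to between 9.52 and 21.22 M, and the libraries hold approximately 7.79 to 21.3 M reads. A value of 10, the least the filter asks for, stands for 5.6 to 14.4 reads, so a transcript at this value is known only to within a few reads. The libraries had between 16780 and 21423 transcripts above 0, and the 10 highest transcripts held 8.34% to 19.27% of the values of a library. No 2 libraries shared identical values (0% at most), and the correlation of log2 values between libraries lay between 0.631 and 0.8871.

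The design written before the data were examined gave one test for read counts and another for normalized values. The deposited values proved to be normalized and not whole reads, so the second was used, limma on log2(value + 1) with an empirical Bayes trend. Each of the 4 differentiation, 4 sex and 4 growth restriction comparisons was fitted on its own 8 libraries. Differences in the response to differentiation were fitted on the 16 libraries concerned, or on all 32 for MFGR against the mean of the other groups. A transcript was tested when its value was at least 10 in at least 4 libraries of the fit. It was called at an adjusted p-value (Benjamini-Hochberg, over the transcripts of the fit) below 0.05 and a fold change above 1.5. Every adjusted p-value of a transcript or a gene sum comes from limma unless it is given as the authors'. Exact permutation tests on log2 values compared single transcripts between 4 and 4 libraries. A group listed at 0 in all libraries is given by its values and no fold change is printed. Where all libraries of a group lay at or below the value of 3 reads, the increase is given as a lower bound on the log2(value + 1) scale, with each library of that group taken at 3 reads. With the genes at their bounds the median log2 fold changes of the lipid gene lists did not change.

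The genes named were set before the data were examined. They are the genes the paper names in its text or in Tables 3 and 4, each by the transcript that Table S5 or S6 gives for it. To these come, for each comparison of 2 groups, the 2 named transcripts with the largest rise and the 2 with the largest fall among the calls whose groups do not overlap. Any other transcript named was chosen after its values were seen. These are the remaining calls of the comparisons with few calls and the shared calls.

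Principal components were computed from centered log2(value + 1), with a permutation test (100000 permutations) of the difference between the stages. Libraries were clustered by average linkage on 1 minus Pearson's r. Overlaps of calls are given with the number expected under independence among transcripts tested in all the comparisons concerned. The 4 differentiation comparisons share no library. Short lipid gene lists were tested with camera at a preset correlation of 0.01 on gene sums, and the p-values were adjusted over 4 lists and 4 comparisons. Reported are the lists for triglyceride synthesis and triglyceride storage (23 genes), and the 2 other lists are not reported here. The size of the response was compared between 2 groups on the transcripts called in the other 2, with the labels permuted within each stage.

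The alternatives set before the data were examined were a pseudocount of 0.1, quantile normalization, no filter beyond 1 read, a filter of 20 CPM in 3 libraries, all 8 groups in a single fit, gene sums, the adjusted p-value alone, the replicate number as a block and leaving out each library in turn. For the principal components they were the 1000 most variable transcripts, gene sums, the pseudocount, scaling to unit variance and leaving out each replicate number. For the lists they were fry, camera with a correlation estimated from the data, the lists without the genes the paper names, the block and leaving out each library. Chosen after seeing the data were the span slope as a covariate, library weights, the filter of 20 CPM for the principal components and the test on the second component. The span slope of a library is the slope of its log2 values, each less the mean of the transcript, on the log10 of the genomic span of the transcript, over 19469 transcripts.

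Whether a replicate number pairs the libraries was checked by correlating the deviations of same-numbered libraries from their group means. For FC and FCD the 4 correlations lay between 0.144 and 0.276, and for MFGR and MFGRD between 0.191 and 0.502, so the numbers were taken to pair these groups by this check alone. The paper does not say that a number marks 1 animal. Same-numbered libraries of FFGR and FC, which are of different fetuses, had correlations of 0.461, 0.569, -0.195 and 0.356. Such values can thus arise without pairing, and the check cannot show which groups are paired. In the 2 other differentiation comparisons at least 1 of the 4 correlations lay below 0.1. Labels were also checked by sex-linked genes. XIST, KDM6A and the Y-linked genes of the list are not named in the table, and 6 genes that escape X inactivation were compared between the sexes. Their mean log2 value, females minus males, differed by -0.13 in preadipocytes (exact permutation p = 0.716 over 12870 splits) and by 0.222 in adipocytes (exact permutation p = 0.428), so the sex labels could not be checked by them.

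The tests were tested on simulated data with 10 simulations each. Of 200 transcripts changed by a log2 of 2, comparisons of 8 libraries recovered 22.6%, and of those changed by 4 they recovered 79.1%. For a difference in response over 16 libraries the shares were 14.5% and 68.6%. Between 4.6% and 5.7% of calls were false. In comparisons of 8 libraries with nothing changed there were 0 calls, and differences in response were not simulated with nothing changed. The simulated noise was independent between transcripts, and changes were placed only in transcripts well above the filter. The real libraries share the span slope, and 1 regrouping of the MFGR and FFGR libraries gave 2505 calls. The simulated shares therefore need not hold for the real libraries. On 20 sets, 10 of them shifted, camera called all 10 and 2 others, and fry called all 10 and 0 others.

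The versions were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The data of other studies in Tables 2, S13 and S14, the list of genes from genome-wide association studies and the pathway databases were not analysed here.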

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

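All tests in this part were chosen after the results they examine had been seen.

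In groups of 4 libraries, a library was marked when its gap to the nearest other library took up nearly the whole range of the group. By chance this marks about 1 in 20 groups. Among the library measures 5 of 40 groups were marked, with 2.0 expected, and among the named transcripts 24 of 172 groups, with 8.6 expected.

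The span slope was -0.59 in MFGRD replicate 1 (0.1567 to 0.2841 in the others), -0.81 in FC replicate 2 (0.2314 to 0.4025) and -0.99 in FFGRD replicate 3 (0.3179 to 0.3601). In these libraries transcripts of long genomic span are lower than in the others of their group. Over all libraries the slope did not follow the number of reads (r = -0.11 over 32 libraries, permutation p = 0.549, adjusted p = 0.775 over 7 relations, rho = -0.08, r = -0.05 without the 2 libraries farthest from the median number of reads). Within the 16 preadipocyte libraries r was -0.48 (permutation p = 0.0621, adjusted p = 0.217, rho = -0.24, r = -0.44 without the 2 farthest). Within the 16 differentiated libraries it was 0.33 (permutation p = 0.217, adjusted p = 0.506, rho = 0.19, r = 0.02 without the 2 farthest). Nor did the slope follow the share of the 10 highest transcripts (r = 0.08, permutation p = 0.664, adjusted p = 0.775, rho = 0.04, r = -0.01 without the 2 farthest). It did not differ by stage (permutation p = 0.96), sex (permutation p = 0.742) or growth restriction (permutation p = 0.573). The conditions of the design are thus argued against, and being alike within a group they cannot part its libraries. Depth and a few transcripts taking most of the values stay open, since these correlations cross groups and exclude nothing within them. RNA quality, library preparation and a difference between animals were not tested and stay open too.

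The normalized values of FFGRD replicate 3 summed to 19.7 M (11.3 to 12.58 M in the others), and MFGR replicate 1 held approximately 21.3 M reads (10.77 to 11.77 M). FFGRD replicate 3 held approximately 16.73 M reads, near the 14.15 to 16.09 M of the others, so its sum does not rest on depth alone. No biological explanation was tested for either.

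Some marked values lie in a few reads. They are KLB-201 in FFGR replicate 3 (0.939, others 0), PLIN4-201 in FC replicate 4 (2.31, others 0), ZBTB16-201 in FFGR replicate 1 (5.08, others 0), ABCD2-201 in MFGR replicate 4 (1.06, others 0), in FFGR replicate 1 (0.849, others 0) and in FC replicate 3 (0, others 1.273 to 1.543). To these belong THRSP-201 in MFGR replicate 1 (1.35, others 0), DGAT2-201 in MFGR replicate 2 (2.15, others 0) and in FC replicate 4 (0.774, others 0), SPRED3-202 in MFGRD replicate 2 (0.842, others 0), in FFGRD replicate 4 (1.51, others 0) and in MFGR replicate 1 (0, others 7.351 to 10.81), and PLIN1-202 in FC replicate 3 (0, others 9.618 to 15.34) and in MC replicate 2 (11.1, others 25.71 to 27.51). In most of these the gap is of a few reads. In SPRED3-202 of MFGR replicate 1 and PLIN1-202 of FC replicate 3 and MC replicate 2 the gap is wider, as the other libraries lie at 7.351 or more, and the counting of reads was not tested as its cause. No biological explanation was tested for any of these values.

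In FCD replicate 4, FABP4-201 was 215 (others 7555 to 13870), THRSP-201 0.724 (others 94.44 to 191) and LIPE-203 3.52 (others 82.08 to 124.7). It was the lowest FCD library for 12 of the 14 transcripts that Table 4 gives as rising, among them ADIPOQ-201 at 8.585 (others 496.7 to 2356), PLIN1-202 at 0 (others 248.4 to 1493) and CEBPA-201 at 25.57 (others 151.9 to 359.9). The 2 others were FKBP5-201 at 10710 (others 3495 to 16200, at most 393 in FC) and ZBTB16-201 at 778.7 (others 371.1 to 2164, at most 1.543 in FC). It lay above every FC library for 7 of the 14, whereas each other differentiated library lay above all preadipocytes of its group for 13 or 14. For 7 of the 7 transcripts given as falling it lay below every FC library. A preadipocyte library under a wrong name would have FKBP5-201, ZBTB16-201 and these 7 near their values in FC, so these values argue against it. A mix with FC material that brought ADIPOQ-201, PLIN1-202 and KLB-201 (0) to the level of FC would hold the other markers near FC too. FKBP5-201 and ZBTB16-201 instead lay within the range of the other FCD libraries. PLS3-202 (1373) and NEXN-203 (431.4) were the lowest of FCD. These values argue against such a mix, although TPM2-202 was the highest of FCD (18960). A lower share of differentiated cells and a response that reached some markers alone were not tested and stay open. MCD replicate 1 was also the lowest of its group for 12 of the 14, and FFGRD replicate 4 for 11. In MCD replicate 1, CEBPA-201 was 184 (others 1062 to 1300).

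FFGRD replicate 3, which has the lowest slope of its group, also had FKBP5-201 at 6968 (others 17240 to 19000) and LMO7-201 at 99.4 (others 651.4 to 723.4). FC replicate 2 had ACSL1-205 at 22.9 (others 115.4 to 149.1) and FFGR replicate 2 had NEXN-203 at 728 (others 4371 to 6237). MFGR replicate 1 had LRRFIP1-201 at 2144 (others 992.1 to 1075), and MFGRD replicate 1 had CIDEA-201 at 328 (others 16.38 to 25.06). Whether the slope explains these values was not tested, and a difference between animals stays open.

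The paper does not tabulate the comparisons of growth-restricted with control groups within a stage. Between MFGR and MC 5 transcripts were called (CUL1-201, MRPL19-203, NAV3-206, BTAF1-205 and SLC4A2-204) and between MFGRD and MCD 1 (MAZ-202). Without MC replicate 3 or 4 the first count was 0, without MC replicate 1 or 2 it was 1, and without MCD replicate 4 the second was 0. It was 3 without MCD replicate 3 and 2 without MCD replicate 2 or MFGRD replicate 2. In the females there were 0 calls, with 170 transcripts at an unadjusted p-value below 0.05 in preadipocytes and 212 in adipocytes. For a split of the libraries into other groups, as many calls came from 5 of the 35 splits for MFGR and MC, and 18 of 35 for MFGRD and MCD, so these calls are no more than other splits give. In the females, with 0 calls, 35 of 35 splits give as many whatever the libraries hold, which says nothing. As many transcripts at an unadjusted p-value below 0.05 came from 22 of 35 splits for FFGR and FC and 28 of 35 for FFGRD and FCD. In the authors' deposited table 180 transcripts are altered in MFGR against MC and 115 in FFGR against FC.

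The response to differentiation differed between MFGR and MC for 1 transcript, NAV3-206. As many calls came from 38 of 100 splits drawn, and without MC replicate 2, 3 or 4 the count was 0. It was 3 without MCD replicate 1 or 2 and 2 without MCD replicate 3, MFGR replicate 1 or MFGRD replicate 1. For the other differences in response, with 0 calls, 100 of 100 splits drawn give as many whatever the libraries hold, which says nothing. As many transcripts at an unadjusted p-value below 0.05 came from 96 of 100 between the sexes within growth restriction (221 transcripts), 99 for growth restriction within females (163), 69 between the sexes within controls (400) and 100 for MFGR against the mean of the others (265).

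All 16 calls between the sexes and with growth restriction are of transcripts listed at 0 in every library of one group. Of the sums over all transcripts of their genes, 0 were called, and the median size of the log2 fold change was 7.35 for the transcripts and 0.34 for the gene sums. This is what assignment of reads between the transcripts of one gene gives, and a real difference in which transcript a cell makes stays open as well.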

How the results depend on the processing

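The span slope as a covariate and library weights were chosen after seeing the data, and all tests of them were chosen after the results had been seen. The other settings were set in advance. The cause of a change was not tested unless the text gives one. Counts are of transcripts called, in the order MCD and MC, FCD and FC, MFGRD and MFGR, FFGRD and FFGR where 4 are given (448, 23, 210 and 98 as reported). The shared counts are those of MC and FC, of MFGR and FFGR, of MC, FC and FFGR, and of all 4 groups (18, 44, 8 and 5 as reported).

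With the adjusted p-value alone, no result changed. Quantile normalization gave 12 calls in FCD and FC, 0 in MC and FC, 4 in MFGR and FFGR and 1 in MFGRD and FFGRD, and 10 shared by MC and FC. THRSP-201 reversed in the difference between the sexes within growth restriction (0.29).

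A pseudocount of 0.1 gave 4 calls in FCD and FC and 43 in FFGRD and FFGR, 0 in MC and FC, 3 in MFGR and FFGR, 1 in MFGRD and FFGRD, 2 in MFGR and MC, 1 for the difference between the sexes within growth restriction and 0 for growth restriction within males. The shared counts were 4, 18, 1 and 1. THRSP-201 reversed in the difference between the sexes within growth restriction (0.56).

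With no filter beyond 1 read there were 294 calls in MCD and MC, 4 in FCD and FC and 44 in FFGRD and FFGR, 0 in MC and FC, 3 in MFGR and FFGR and 1 in MFGRD and FFGRD. For differences in response there was 1 call between the sexes within growth restriction, 2 for growth restriction within males and 1 between the sexes within controls. The shared counts were 4, 20, 1 and 1. More transcripts are tested in this setting.

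The filter of 20 CPM in 3 libraries tests fewer transcripts. It gave 235, 8, 101 and 24 calls, 0 in MC and FC, 0 in MFGR and FFGR, 1 in MFGRD and FFGRD, 0 in MFGR and MC, 0 in MFGRD and MCD and 0 for growth restriction within males, with shared counts of 7, 16, 1 and 1.

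All 8 groups in a single fit gave 811, 181, 476 and 940 calls, 2 in MC and FC, 0 in MFGR and FFGR, 0 in MFGRD and FFGRD, 2 in MFGR and MC, 1 in FFGR and FC, 0 in MFGRD and MCD and 0 for growth restriction within males. The shared counts were 146, 373, 137 and 116.

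Gene sums gave 874, 50, 393 and 310 calls, 0 in each comparison of the sexes, 0 in MFGR and MC, 0 in MFGRD and MCD and 0 for growth restriction within males, with shared counts of 45, 178, 32 and 28. Direction reversed for LRRFIP1 in MFGR and MC (-0.14), FFGR and FC (-0.06) and MFGRD and MCD (-0.15), for COL1A2 (-0.17) and CTNNB1 (0.05) in MFGRD and MFGR, and for MRPL19 in MFGR and MC (0.16), since the other transcripts of these genes did not move with the one named.

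The replicate block gave 207, 1, 1125 and 1 calls, 0 in MC and FC, 0 in MFGR and FFGR, 0 in MFGRD and FFGRD, 0 in MFGR and MC, 0 in MFGRD and MCD and 0 for growth restriction within males, with shared counts of 1, 1, 0 and 0. In all comparisons but FCD and FC and MFGRD and MFGR the pairing check by correlation failed, and where it passed it does not show pairing. Of the lists, the block changed the call of triglyceride synthesis in MFGRD and MFGR, leaving 6 of the 8 reported. The correlations of same-numbered libraries were 0.032 to 0.347 in MCD and MC and -0.338 to 0.387 in FFGRD and FFGR, and at least 1 was below 0.1 in each comparison of the sexes and of growth restriction.

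With the span slope as a covariate there were 220, 84, 1143 and 1196 calls and 0 in MC and FC, with shared counts of 28, 557, 26 and 23. FABP4-201 reversed in the difference between the sexes within growth restriction (-0.44), and LRRFIP1-201 in the difference with growth restriction within males (0.18) and in MFGR and MC (-0.04).

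Library weights gave 821, 741, 949 and 503 calls, 6 in MFGRD and FFGRD, 1 in FFGR and FC, 4 in MFGRD and MCD, 4 between the sexes within growth restriction, 3 for growth restriction within males and 2 for MFGR against the mean of the others, with shared counts of 312, 291, 159 and 133. THRSP-201 reversed in the difference between the sexes within growth restriction (0.70), and LRRFIP1-201 in MFGR and MC (-0.04) and in MFGRD and MCD (-0.20).

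Of the 8 list tests reported, 7 were called, and 0 with a correlation estimated from the data. In the sex check of preadipocytes the direction reversed for EIF2S3 alone (0.793, exact permutation p = 0.00668, adjusted p = 0.0802).

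Leaving out each library in turn gave from 50 (without MCD replicate 3) to 1154 (without MCD replicate 1) calls in MCD and MC, 0 (without FCD replicate 1) to 24 in FCD and FC, 28 (without MFGRD replicate 2) to 137 in MFGRD and MFGR and 0 (without FFGRD replicate 1) to 49 in FFGRD and FFGR. These fits also hold fewer libraries. The range was 0 to 3 in MC and FC, 0 to 3 in MCD and FCD, 0 to 9 in MFGR and FFGR, 0 to 2 in MFGRD and FFGRD, 0 to 5 in MFGR and MC, 0 to 3 in MFGRD and MCD and 0 to 1 in FFGRD and FCD. For differences in response it was 0 to 2 between the sexes within growth restriction, 0 to 3 for growth restriction within males, 0 to 1 within females, 0 to 3 between the sexes within controls and 0 to 1 for MFGR against the mean of the others. The shared counts ranged over 0 to 18, 0 to 44, 0 to 11 and 0 to 8, and that of the sexes over 0 to 1. Direction reversed in the mean response of MFGR against MC (-0.31 to 0.06). It also reversed in the difference between the sexes within growth restriction for FABP4-201 (-0.64 to 1.47) and THRSP-201 (-1.62 to 1.50), and for LRRFIP1-201 in the difference with growth restriction within males (-0.35 to 0.20), in MFGR and MC (-0.14 to 0.23), in FFGR and FC (-0.31 to 0.51) and in MFGRD and MCD (-0.22 to 0.32).

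Of the other results for named transcripts and lists, 21 became calls and 13 lost theirs with all 8 groups in a single fit, 12 and 14 with gene sums, 19 and 5 with the span slope as a covariate, 6 and 28 with the block, 3 and 3 with quantile normalization and 1 and 15 with the filter of 20 CPM. With a pseudocount of 0.1, 16 lost theirs and with no filter 13, whereas library weights added 18. Over all fits that left out 1 library, 5 became calls and 152 lost theirs. The list tests lost 2 calls with fry and 2 without the genes the paper names. At the depth of these libraries a value of 10 is a few reads, which limits SPRED3-202, DGAT2-201 and THRSP-201 in the groups where they were not tested.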

Differences from the paper's values

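The alternatives named in this part were set before the data were examined unless said otherwise. All of them, like the counts given here, rest on limma on log2 values, whereas the paper's counts come from DESeq2. A gap that no alternative closed can therefore come from the test itself.

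Between the sexes the number of transcripts called was 1 against the paper's 23 in MC and FC, 0 against the paper's 44 in MCD and FCD, 7 against the paper's 58 in MFGR and FFGR, and 2 against the paper's 18 in MFGRD and FFGRD. None of the alternatives closed these gaps. Of the transcripts in the paper's lists, 9, 14, 30 and 7 were tested here in the same order, and all had the paper's direction. The lists were chosen on these libraries, so this is not independent evidence.

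With differentiation the number of calls in total was 448 against the paper's 1636 in MCD and MC, 23 against the paper's 588 in FCD and FC, 210 against the paper's 1070 in MFGRD and MFGR, and 98 against the paper's 1188 in FFGRD and FFGR. The first came within 1.5 times the paper's without MCD replicate 1, the third with the replicate block and the fourth with all 8 groups in a single fit. The second did so under none of these alternatives, whereas library weights, chosen after seeing the values, gave 741. Library weights also gave 949 in MFGRD and MFGR. The span slope as a covariate, likewise chosen after seeing the values, gave 1143 in MFGRD and MFGR and 1196 in FFGRD and FFGR. Of the transcripts in the paper's lists, 1399 were tested here in MCD, 469 in FCD, 877 in MFGRD and 957 in FFGRD. All of them had the paper's direction, which is not independent evidence, as the lists were chosen on these libraries. The authors' deposited DESeq2 fit has 1555 transcripts altered in MCD and MC and 829 in FCD and FC. It has 1246 in MFGRD and MFGR and 1809 in FFGRD and FFGR. In simulated data the limma test on 8 libraries recovered 22.6% of transcripts changed by a log2 of 2, a share that need not hold for the real libraries.

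The number that rose was 233 against the paper's 879, 13 against the paper's 270, 97 against the paper's 431 and 41 against the paper's 535, in the same order. The number that fell was 215 against the paper's 757, 10 against the paper's 318, 113 against the paper's 639 and 57 against the paper's 653. The number that rose in MCD and both numbers in FCD stayed apart under all the alternatives. The number that fell in MCD was within 1.5 times the paper's without MCD replicate 1, both numbers in MFGRD with the replicate block, and both in FFGRD with all 8 groups in a single fit.

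Called in both controls were 18 transcripts of 18 genes against the paper's 337 transcripts and 319 genes, and none of the alternatives closed the gap. Library weights, chosen after seeing the values, gave 312 transcripts. Called in both growth-restricted groups were 44 transcripts of 41 genes against the paper's 534 transcripts and 486 genes. All 8 groups in a single fit closed this gap, as did the span slope as a covariate for the transcripts (557, chosen after seeing the values). Called in MC, FC and FFGR were 8 transcripts of 8 genes against the paper's 262 transcripts and 249 genes, and of these 3 against the paper's 60 were not called in MFGR. Called in all 4 groups were 5 transcripts of 5 genes against the paper's 202 transcripts and 192 genes. None of the alternatives closed the gaps of the last 2 sets.

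The count in MFGR was 53.1% lower than in MC against the paper's 35%. With no filter or with all 8 groups in a single fit the values did not differ. With the replicate block the order reversed, to 1125 calls in MFGRD against 207 in MCD. Leaving out MCD replicate 3 reversed the order as well. Of the genes of Table 3, 2 were called in all 4 groups against the paper's 12, and of the genes of Table 4, 2 were called in both controls against the paper's 21. None of the alternatives closed these gaps. Under these alternatives the first count ranged from 0, as with the replicate block, to 4 with all 8 groups in a single fit, and the second from 0, without FCD replicate 1 or 3, to 5 in the single fit. Library weights, chosen after seeing the values, called 18 of the 21 genes of Table 4 in MCD and 9 in FCD, so more than 5 in both controls.

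The paper's fold changes lie near ratios of the group means, whereas those given here are on the log2(value + 1) scale. As ratios of group means, 55 of 55 fold changes compared had the paper's direction and 0 differed, 8 of them lower bounds. On the log2(value + 1) scale 13 were more than 1.5 times apart from the paper's. In 6 of these a library of one group lay at or below the value of 3 reads. The fold change of PLIN4-201 in MFGRD was 31.9 as a ratio and 18.9 on the log2 scale, against the paper's 32.10. The fold change of ZBTB16-201 in FFGRD was 1180 and 653 against the paper's 1149.48, and the fold change of ABCD2-201 in MCD was 56.4 and 30.0 against the paper's 54.95. In FFGRD the fold change of PDK4-201 was 44.7 and 82.2 against the paper's 45.21. The fold change of LIPE-203 in MCD was 355 and 174 against the paper's 376.48, and the fold change of PLIN1-202 in FCD was 62.4 and 17.6 against the paper's 61.15. The other 7 lay within the SD of the replicates. Among them the fold change of FABP4-201 in MCD was 6720 and 3920 against the paper's 6928.63. The fold change of ADIPOQ-201 was 81.6 and 31.5 against the paper's 80.22 in FCD, and 291 and 104 against the paper's 293.32 in MFGRD. In MFGRD the fold change of ACSL1-205 was 10.2 and 5.6 against the paper's 10.40, and the fold change of LMO7-201 in MCD was -8.62 and -13.4 against the paper's -8.61. Last, the fold change of POSTN-201 was -14.5 and -23.4 against the paper's -14.44 in MCD, and -31.9 and -53.9 against the paper's -31.64 in FFGRD.

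The paper states that FABP4 was altered in MC, FC and FFGR and not in MFGR. Here it was called in MC and MFGR, with log2 fold changes of 11.94 and 8.98, and not in FC (8.70) or FFGR (8.59). It was called in FC with all 8 groups in a single fit, gene sums or without FCD replicate 4, and with library weights, chosen after seeing the values. It was called in FFGR with quantile normalization, all 8 groups in a single fit, gene sums or the replicate block, and with the span slope as a covariate or library weights, both chosen after seeing the values. The paper states that adiponectin was altered in FC and FFGR. It was called in FFGR with all 8 groups in a single fit, with the span slope as a covariate (chosen after seeing the values), and in FC under no setting.

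The paper states that DGAT2, LIPE, LRRFIP1, SPRED3 and THRSP were altered in the other groups and not in MFGR. In the authors' deposited table DGAT2, LIPE, SPRED3 and THRSP, like FABP4, are altered in MFGRD against MFGR at an adjusted p-value below 0.05, and LRRFIP1 is not (adjusted p = 0.108). The deposited fit differs from the paper's list, as 796 of the 1069 transcripts listed are altered in it. In FC none of the 5 was called here. LRRFIP1-201 was called in MC with quantile normalization, the filter of 20 CPM or without MC replicate 1 or MCD replicate 1, in FC and FFGR with all 8 groups in a single fit, and in FFGR with the span slope as a covariate (chosen after seeing the values). DGAT2 was called in FFGR with all 8 groups in a single fit or gene sums (adjusted p = 0.0417), and with the span slope as a covariate or library weights, both chosen after seeing the values. LIPE was called in FFGR with all 8 groups in a single fit and with that covariate. SPRED3 was called in MC as a gene sum (-3.13). In MFGR the sums of DGAT2 (6.42) and THRSP (adjusted p = 0.0242) were called.

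The paper states that the genes of Table 3 were altered in all groups and the others of Table 4 in both controls and FFGR. Where a gene was not called here, it was called by all 8 groups in a single fit for NEXN in MC, MFGR and FFGR, PLS3 and POSTN in FC, PLIN4 and CEBPA in MFGR and FFGR, and ABCD2, PDK4, ACSL1 and PLIN1 in FFGR. Gene sums called NEXN in MC, PLIN4 and PLIN1 in MFGR and FFGR, and ABCD2, PDK4 and CEBPA in FFGR. Quantile normalization called PDK4 in FFGR, the replicate block called CEBPA, NEXN and LMO7 in MFGR, and leaving out MFGRD replicate 1 called PLIN1 in MFGR (3.06). The span slope as a covariate, chosen after seeing the values, called PLIN4, CEBPA, NEXN, PLIN1 and LMO7 in MFGR and FFGR, and ABCD2 and PDK4 in FFGR. Library weights, also chosen after seeing the values, called PDK4, PLS3, NEXN, POSTN, TPM2 and LMO7 in FC, PLIN4, CEBPA, NEXN and PLIN1 in MFGR, and ABCD2, PDK4 and NEXN in FFGR.

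The paper states that pathways of acylglycerol and diacylglycerol metabolism were downregulated with differentiation in all 4 groups, and one of triglyceride sequestering in control males. Its table names the preadipocytes first in each comparison, so the sign there can run from differentiated to preadipocyte. The list for triglyceride synthesis, which is not one of those pathways, was higher after differentiation, with median log2 fold changes of 1.53 in MCD, 0.33 in FCD, 0.74 in MFGRD and 1.92 in FFGRD. The list for triglyceride storage was higher in MCD (3.13). Taken as preadipocytes minus differentiated adipocytes, each of these values has the opposite sign.

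The paper states that LRRFIP1 was upregulated with growth restriction. The log2 fold change was 0.12 in male and 0.06 in female preadipocytes and was called in neither.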

Other observations

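All tests in this part were chosen after the results they examine had been seen.

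The libraries of each comparison were split into other groups of the same sizes. Of the 35 splits of the 8 libraries, only the real 1 gave as many calls in each of the 4 differentiation comparisons. The highest other split gave 7 calls for MCD and MC, 5 for FCD and FC, 14 for MFGRD and MFGR and 69 for FFGRD and FFGR. By the number of transcripts at an unadjusted p-value below 0.05 the real split was not the only one. As many came from 2, 2, 3 and 6 of 35 splits in the same order, the real 1 included. For the comparisons of the sexes, as many calls came from 23 of 35 splits for MC and FC (1 call), 4 of 35 for MFGR and FFGR (7 calls) and 18 of 35 for MFGRD and FFGRD (2 calls). For MCD and FCD, with 0 calls, 35 of 35 splits give as many whatever the libraries hold, which says nothing, and as many transcripts at an unadjusted p-value below 0.05 (503) came from 19 of 35. One split of the MFGR and FFGR libraries, MFGR replicates 1 and 2 with FFGR replicates 2 and 3 against the rest, gave 2505 calls. Another, MCD replicates 2, 3 and 4 with MFGRD replicate 1 against the rest, gave 1489. Both follow the span slope, as each sets the 4 lowest slopes of its 8 libraries against the 4 highest. The split with 1489 calls also follows the second component, at 98.17 to 127.7 against 46.26 to 70.2. ADIPOQ-201 was 6933 to 13420 on the first side of that split and 146.1 to 1233 on the other. The slope and a difference in differentiation between libraries cannot be told apart there. With the slope as a covariate, which was chosen after seeing the data, the real groups gave 8 calls for MFGR and FFGR and 1 for MFGRD and MCD. Where the numbers were taken to pair the libraries, FC with FCD and MFGR with MFGRD, 8 splits part all 4 pairs and only the real 1 gave as many calls. The other splits keep at least 1 pair together.

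MCD against MC had the most calls of the 4 differentiation comparisons (448). With the replicate block it had 207 against 1125 in MFGRD and MFGR, and in a single fit of all 8 groups 811 against 940 in FFGRD and FFGR. With the span slope as a covariate it had 220 calls, fewer than MFGRD against MFGR (1143) and FFGRD against FFGR (1196). With library weights it had 821, fewer than MFGRD against MFGR (949). In the authors' deposited table 1555 transcripts are altered in MCD against MC, fewer than in FFGRD against FFGR (1809). The order of the counts thus changes with the fit and with how the spread of the libraries is modeled, and need not follow the size of the response. The SD of the slope was 0.22 in MC, 0.45 in MCD, 0.49 in MFGR and 0.41 in MFGRD. A weaker response in MFGR was tested on 113 transcripts called in females, and the difference was -0.15 (exact permutation p = 0.687). The transcripts named for FABP4, ADIPOQ, CEBPA, PLIN1, ACSL1, LIPE, DGAT2 and THRSP are not among the 113. With 4 libraries a group this test neither shows nor excludes a weaker response, and the explanations cannot be told apart there.

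Over the 16 differentiated libraries the mean of the triglyceride storage genes followed the span slope, with r = -0.64 (permutation p = 0.00708, adjusted p = 0.0496 over 7 relations) and rho = -0.55 (permutation p = 0.0298). Without the 2 libraries farthest from the median slope r was -0.49. Of 10000 random lists matched on span and level, 69.6% had a correlation at or above that of the list, and their median was -0.35. Bias along the span of the transcripts and a difference in differentiation between libraries cannot be told apart here, because random lists spread from -0.93 to 0.85. The other 6 relations had adjusted p-values of 0.217 or more.

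CIDEA-201, which the paper names as a marker of mature adipocytes, was not called in any group. Its log2 fold change was 1.49 in MCD (adjusted p = 0.359), -0.58 in FCD (adjusted p = 0.802), -0.02 in MFGRD (adjusted p = 0.997) and -0.18 in FFGRD (adjusted p = 0.969).

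Among the calls with differentiation, transcripts listed at 0 in one whole group were 37 in MCD against MC, 6 in FCD against FC, 21 in MFGRD against MFGR and 10 in FFGRD against FFGR. The gene sum was called for 29, 0, 8 and 3 of these. For the other calls it was called for 96.6%, 100%, 93.1% and 98.9%.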
